# Cytosolic copper is a major modulator of germination, development and secondary metabolism in *Streptomyces coelicolor*

**DOI:** 10.1038/s41598-019-40876-0

**Published:** 2019-03-12

**Authors:** Nathaly González-Quiñónez, Mario Corte-Rodríguez, Roberto Álvarez-Fernández-García, Beatriz Rioseras, María Teresa López-García, Gemma Fernández-García, María Montes-Bayón, Angel Manteca, Paula Yagüe

## Abstract

Streptomycetes are important biotechnological bacteria with complex differentiation. Copper is a well-known positive regulator of differentiation and antibiotic production. However, the specific mechanisms buffering cytosolic copper and the biochemical pathways modulated by copper remain poorly understood. Here, we developed a new methodology to quantify cytosolic copper in single spores which allowed us to propose that cytosolic copper modulates asynchrony of germination. We also characterised the SCO2730/2731 copper chaperone/P-type ATPase export system. A *Streptomyces coelicolor* strain mutated in *SCO2730/2731* shows an important delay in germination, growth and sporulation. Secondary metabolism is heavily enhanced in the mutant which is activating the production of some specific secondary metabolites during its whole developmental cycle, including germination, the exponential growth phase and the stationary stage. Forty per cent of the *S. coelicolor* secondary metabolite pathways, are activated in the mutant, including several predicted pathways never observed in the lab (cryptic pathways). Cytosolic copper is precisely regulated and has a pleiotropic effect in gene expression. The only way that we know to achieve the optimal concentration for secondary metabolism activation, is the mutagenesis of *SCO2730/2731*. The *SCO2730/2731* genes are highly conserved. Their inactivation in industrial streptomycetes may contribute to enhance bioactive compound discovery and production.

## Introduction

Streptomycetes are important biotechnological bacteria from which two thirds of the bioactive secondary metabolites used in clinic (mainly antibiotics, but also antitumorals, immunosupressors, etc.) were discovered^1,2^. They have a complex developmental cycle that makes this bacterium a multicellular prokaryotic model including programmed cell death (PCD) and hyphae differentiation, which leads to aerial mycelium formation and sporulation^3,4^.

One of the less studied stages of *Streptomyces* development is spore germination. There are proteomic and transcriptomic works demonstrating that spore germination is highly regulated (reviewed in Bobek *et al*.^5^). However, the biomolecular mechanisms controlling germination remain poorly characterised^6,7^. There are some proteins known to be involved in *Streptomyces* spore germination: NepA, a structural cell wall protein involved in the maintenance of spore dormancy in *S. coelicolor*^8^; SsgA, a protein marking cell-wall sites where germination takes place^9^; resuscitation-promoting factors (Rpfs), cell wall hydrolases^10^ controlling germination; OsdR, a *Streptomyces* orthologue to the *M. tuberculosis* DevR dormancy regulator, which was demonstrated to be functional in *Mycobacterium*^11^; and SCO4439, a D-alanyl-D-alanine carboxypeptidase that controls spore peptidoglycan crosslinking and conditions spore germination^12^. One of the most intriguing and poorly known aspects of spore germination is asynchrony i.e. some spores germinate early, while others take a long time to germinate or even do not germinate^5^. To the best of our knowledge, NepA is the only known protein that contributes to this asynchrony^8^.

Copper has been characterised as a positive regulator of *Streptomyces* differentiation (aerial mycelium, sporulation) and antibiotic production^13,14^. By contrast, vegetative growth was described to be unaffected by copper^14^. At high concentrations (over 750 µM), the positive effect in aerial mycelium development and sporulation becomes a negative effect (delay)^15^. The mechanisms controlling copper trafficking in *Streptomyces* remains poorly understood. Worrall and Vijgenboom^16^ predicted the existence of two copper chaperone/P-type ATPases (CopZ/CopA) modulating copper export (SCO1045/1046, SCO2730/2731). They demonstrated that the expression of the genes encoding these transporters is regulated by CsoR, the master transcriptional repressor modulating copper effects in gene transcription^16^. This research group also demonstrated that the number of genes responding to copper stress is much higher than those regulated by CsoR. Dwarakanath *et al*.^15^ proposed a model in *S. lividans* describing the copper effect modulating CsoR activity and expression of the *SCO2730/2731* and *SCO1045/1046* copper chaperones/transporters: under “normal” cytosolic copper concentration, *csoR* and *SCO2730* (*copZ*) are expressed at a low level; when cytosolic copper concentration increases, CsoR and SCO2730 (CopZ) buffer copper at first, but as soon they become saturated, the CsoR repression of *SCO2730/2731* and *SCO1045/1046* is unblocked, increasing the expression of these copper secretion transporters that maintain copper homeostasis. Interestingly, CopZ-3079 (the *S. lividans SCO2730* orthologue) was demonstrated *in vitro* to have a 5-fold higher affinity for Cu than CopZ-1317 (the SCO1045 orthologue)^17^, indicating that its physiological relevance in copper trafficking is higher at low copper concentrations, as proposed in the Dwarakanath *et al*. model^15^.

The copper import mechanisms in *Streptomyces* remain basically unknown. The existence of a membrane-bound periplasmic cupric reductase and a P-type ATPase importing Cu(I) has been postulated^18^.

In this work we focus on the characterisation of the SCO2730/SCO2731 copper export system. *SCO2730* encodes for a putative copper chaperone^15^, highly conserved in the *Streptomyces* genus. *SCO2731* encodes a conserved putative P-type ATPase, which was predicted to transport the copper carried out by the *SCO2730* chaperone^15^. Our results contribute to the knowledge of complex pleiotropic effects of copper in *Streptomyces* development, including important effects regulating the asynchrony of germination, vegetative growth and activation of secondary metabolism, which were previously un-described.

## Results

### *SCO2730/*2731 are highly conserved in *Streptomyces*

SCO2730 and SCO2731 show an average amino acid similarity of 88.7% and 81% respectively, among *S. griseus*, *S. avermitillis*, *S. lividans*, *S. clavuligerus* and *S. venezuelae*. A comparison of *SCO2730* orthologues reveal that the *SCO2730* ORF probably starts at position 66 (ATG, Met) instead of the GTG (Val), annotated in the StrepDb database (http://strepdb.streptomyces.org.uk/). The *S. clavuligerus* *SCO2731* orthologue is not annotated in the StrepDb database, but is present downstream of *SCLAV_1906*, the *SCO2730* orthologue (data not shown). The *SCO2730/2731* orthologues are together in all of the *Streptomyces* chromosomes analysed. However, the *SCO2728*–*SCO2731* synteny (Fig. 1A) is only present in *S. coelicolor* and *S. lividans*.

**Figure 1:**
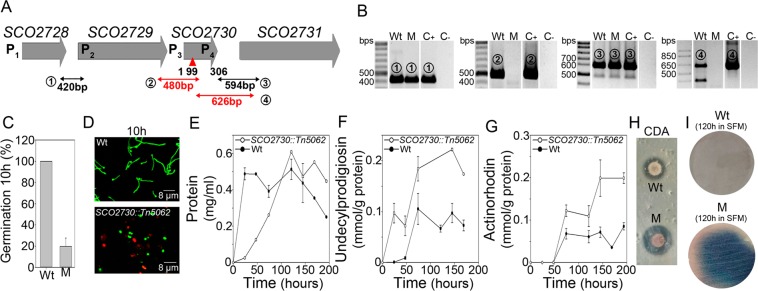
*SCO2730/2731* expression and phenotype of the *SCO2730::Tn5062* mutant. (**A**) Outline of the *SCO2728-2731* chromosomal region illustrating the position of the primers used for RT-PCR. Fragments not amplified in the *SCO2730::Tn5062* mutant are outlined in red. (**B**) RT-PCRs demonstrating co-transcription of the following: SCO2728 and SCO2729 (1), SCO2729 and SCO2730 (2), SCO2730 and SCO2731 (3 and 4). Full-length gels are shown in SI Fig. S2. (**C**) Percentage of germination in the mutant (M) and the *S. coelicolor* wild-type strain (Wt) at 10 h. (**D**) Confocal microscope images of the mutant and the wild-type strain stained with SYTO9 (green) and propidium iodide (red) at 10 h. (**E**) Growth curves (three biological replicates). (**F**) Undecylprodigiosin production (three biological replicates). (**G**) Actinorhodin production (three biological replicates). (**H**) CDA production. (**I**) Sporulation (grey colour) in SFM medium.

### The *SCO2730* mutation affects spore germination, antibiotic production and sporulation

Cosmid C46.2.D06 was used to obtain the *S. coelicolor SCO2730::Tn5062* mutant harbouring *SCO2730* interrupted by *Tn506*2^19^. RT-PCR demonstrated that *SCO2730* and *SCO2731* are co-transcribed in the *S. coelicolor* wild-type strain (amplicons 3 and 4 in Fig. 1A,B). The *SCO2731* expression was affected in the *SCO2730::Tn5062* mutant (amplicon 4 in Fig. 1B). Surprisingly, amplicon 3 was present in the mutant (Fig. 1B), indicating the existence of a promoter (promoter 4 in Fig. 1A) between the two forward oligonucleotides used for RT-PCR 3 and 4. RT-PCR also revealed that *SCO2730* was co-transcribed with *SCO2729* (amplicon 2 in Fig. 1B) and that *SCO2728* was co-transcribed with *SCO2729*, suggesting that all of these genes might be transcribed as a single operon.

Spore germination was dramatically delayed in the *SCO2730::Tn5062* mutant, compared to the wild-type strain (19.5% in the mutant vs. 100% in the wild-type strain at 10 h in sucrose-free R5A medium) (Fig. 1C). In solid sucrose-free R5A, the *S. coelicolor* wild-type strain reaches 100% of the germination at approximately 8 hours. However, as germination is highly delayed in the *SCO2730::Tn5062* mutant, in this study we show germination at 10 hours. Moreover, there was a high rate of cell death during germination in the *SCO2730::Tn5062* mutant (propidium iodide staining, red colour in Fig. 1D, 10 h). Growth was highly delayed in the mutant (Fig. 1E), while undecylprodigiosin and actinorhodin production was doubled (Fig. 1F,G). Calcium dependent antibiotic (CDA) production was slightly increased in the *SCO2730::Tn5062* mutant (Fig. 1H). The *SCO2730::Tn5062* mutant produced undecylprodigiosin starting with the first time point analysed (24 hours) and indicated that secondary metabolism is accelerated in this mutant (Fig. 1F). Sporulation was highly delayed and reduced in the *SCO2730::Tn5062* mutant (Fig. 1I).

### The *SCO2730::Tn5062* mutant phenotype in germination and antibiotic production depend on the alteration of *SCO2730* and *SCO2731* expression

Based on the above results, we proceeded to identify the gene/s responsible for the phenotypes detected. We complemented the *SCO2730::Tn5062* mutant with different combinations of the three promoters located upstream of *SCO2730*, combined with the *SCO2730* and/or *SCO2731* ORFs (strains 1–6 in Fig. 2A). The *SCO2730::Tn5062* mutant strains harbouring the different promoters, together with *SCO2730* and/or *SCO2731*, complemented part of the germination (measured at 10 hours) (Fig. 2B) or antibiotic production phenotypes (Fig. 2C–E). Undecylprodigiosin and actinorhodin production was measured at 150 hours, when the maximum production was reached, while CDA was measured in solid plates (see Methods). Only the *SCO2730::Tn5062* mutant strain harbouring the three promoters and the *SCO2730/2731* ORFs (strain 1) complemented the *SCO2730::Tn5062* mutant phenotype in germination (Fig. 2B) and antibiotic production (Fig. 2C–E). Undecylprodigiosin production was restored to the wild-type level. However, the wild-type phenotype was not fully restored. Germination was accelerated in complemented strain 1 compared to the *SCO2730::Tn5062* mutant (notice that germination values in Fig. 2B are out of the average ± SD confidence intervals), but strain 1 germination did not reach the wild-type level (Fig. 2B); actinorhodin and CDA production was reduced in strain 1 compared to the mutant (actinorhodin production was out of the average ± SD confidence intervals in Fig. 2D; CDA production was not detectable in strain 1 in Fig. 2E), but the production of both antibiotics was less than that of the wild-type strain.

**Figure 2:**
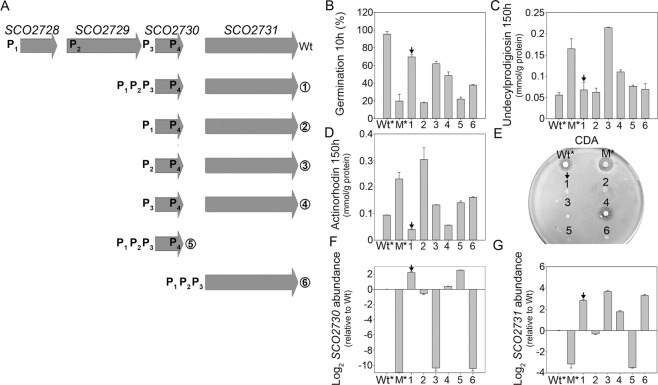
Complementation of the wild-type phenotype in the *SCO2730::Tn5062* mutant. (**A**) Outline of the *SCO2728-2731* chromosomal region and the six complementation constructions created. Promoter localisations are indicated. (**B**) Percentage of germination at 10 hours. (**C**) Undecylprodigiosin production at 150 hours. (**D**) Actinorhodin production at 150 hours. (**E**) CDA production. (**F**) *SCO2730* expression (qRT-PCR, two biological replicates). (**G**) *SCO2731* expression (qRT-PCR, two biological replicates). Wt: *S. coelicolor* wild-type strain. Wt^*^: *S. coelicolor* harbouring pNG3. Arrows indicate complementation of the phenotype in the *SCO2730::Tn5062* mutant harbouring *SCO2730/2731* under the control of promoters P_1_,P_2_ and P_3_. M^*^: *SCO2730::Tn5062* mutant harbouring pNG3.

The expression of the *SCO2730* and *SCO2731* genes was not restored in any of the complemented strains (Fig. 2F,G), indicating the existence of further unknown regulation beyond the three promoters considered in this work and explaining why the wild type phenotype was not restored in the complementation strains. The *SCO2730/2731* genes were overexpressed in the mutant strain harbouring the three promoters and the *SCO2730/2731* ORFs (strain 1 in Fig. 2F,G). Interestingly, all of the *SCO2730::Tn5062* complemented strains that overexpressed *SCO2731* (strains 1, 3, 4 and 6) (Fig. 2G) showed an increase in germination (Fig. 2B) compared to the *SCO2730::Tn5062* mutant.

### *SCO2730* and *SCO2731* expression correlates with copper secretion during germination

We analysed the cytosolic copper concentration and the expression of the genes encoding the two copper secretion systems described in *S. coelicolor* (*SCO2730/2731* and *SCO1045/1046*) during development^15^ (germinated spores, 5–10 h; mycelium, 20–70 h) (Fig. 3A,B). Cytosolic copper (normalised against cytosolic protein) decreases quickly during germination (Fig. 3A). The maximum levels of *SCO2730/2731* expression were reached at 10 hours, coinciding with the lowest cytosolic copper concentration and the lowest expression of *SCO1045/1046* (Fig. 3B). This result suggests that SCO2730/2731 chaperone/transport system is the main effector in copper secretion during germination.

**Figure 3:**
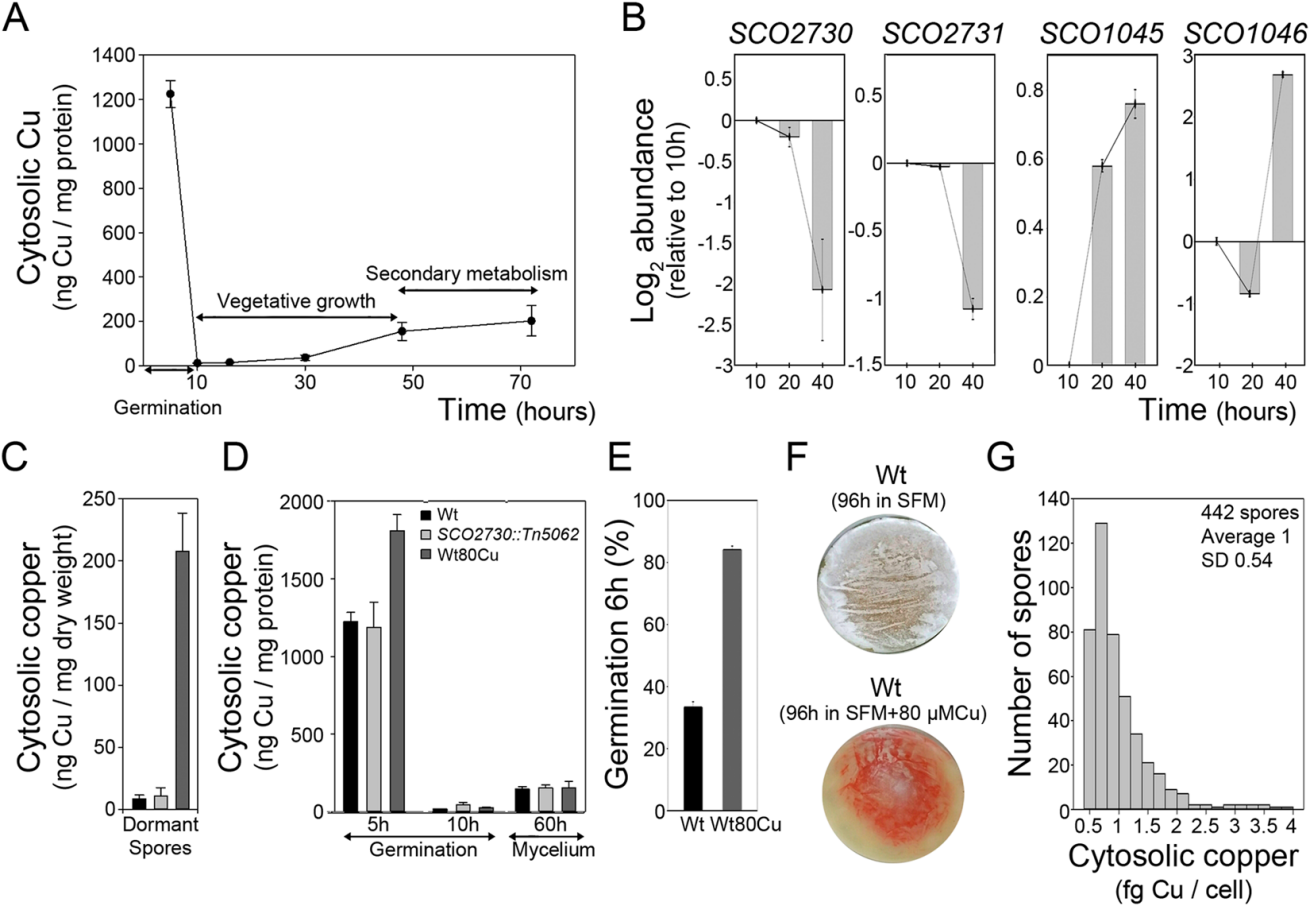
Cytosolic copper and *SCO2730/2731* expression during *S. coelicolor* development. (**A**) Cytosolic copper during development in sucrose free R5A liquid cultures. Vegetative growth and secondary metabolism time windows are indicated. (**B**) *SCO2730/2731* and *SCO1045/1046* expression during development (qRT-PCRs, two biological replicates). (**C**) Cytosolic copper in dormant spores (three biological replicates). (**D**) Cytosolic copper in germinating spores (5- and 10 h) and mycelium (60 h) (three biological replicates). (**E**) Percentage of germination (three biological replicates) in Wt and Wt80Cu. (**F**) Macroscopic view of sporulation (grey colour) of the wild-type strain in SFM and SFM amended with 80 µM CuSO_4_. (**G**) Histogram showing the cytosolic copper in single spores of the wild type strains obtained in 80 µM CuSO_4_ copper amended SFM cultures. Wt, wild-type strain. Wt80Cu, spores of the wild-type strain obtained in 80 µM CuSO_4_ amended SFM cultures.

Next, we analysed cytosolic copper in dormant spores, germinated spores (5 and 10 hours) (Fig. 3C) and mycelium (60 h) of the *SCO2730::Tn5062* mutant and the *S. coelicolor* wild-type strains (Fig. 3D). Dormant spores accumulate high amounts of trehalose and glycogen^20^ that are not present in germinated spores or mycelia. This makes normalisation and comparison of cytosolic copper concentrations between dormant and germinated spores/mycelia, a challenge. Cytosolic copper was normalised in dormant spores against dry weight, while in germinated spores and mycelium, it was normalised against cytosolic protein (see Methods). Consequently, copper abundances can be compared between dormant spores (Fig. 3C) or between germinated spores and the mycelium (Fig. 3D), but not between dormant spores and germinated spores/mycelium. In the case of the wild-type strain we analysed spores obtained in SFM solid cultures (Wt) and spores obtained in SFM solid cultures amended with 80 µM Cu (Wt80Cu). Cytosolic copper concentration was similar in the *SCO2730::Tn5062* mutant and in the Wt dormant spores (11 ± 6 and 8.5 ± 3 ng Cu/mg dry weight respectively) but it was much higher in the Wt80Cu spores (208 ± 30, 24-fold higher than in the wild-type strain) (Fig. 3C). Cytosolic copper dropped dramatically during germination in copper unmodified sucrose-free R5A cultures of the wild-type strain inoculated with Wt or Wt80Cu spores (66-fold and 70- fold drop respectively from 5 to 10 hours) (Fig. 3D), but the reduction in cytosolic copper was lesser in the cultures inoculated with *SCO2730::Tn5062* mutant spores (26-fold drop from 5 to 10 hours) (Fig. 3D). Cytosolic copper was higher at 10 hours in the *SCO2730::Tn5062* mutant (45.7 ± 5.4 ng Cu/mg protein) compared to the wild-type strain (cultures using Wt or Wt80Cu spores) (18.6 ± 1.6 and 24.2 ± 2.4 ng Cu/mg protein respectively) (Fig. 3D). By contrast, cytosolic copper in the mycelium of the *SCO2730::Tn5062* mutant (153 ± 20 ng Cu/mg protein) and the wild-type strains (145.7 ± 18 and 155.4 ± 41 ng Cu/mg protein in Wt and Wt80Cu spores respectively) are comparable (Fig. 3D).

Interestingly, germination was highly accelerated in the Wt80Cu spores compared to the Wt spores (both growing in copper unmodified cultures) (Fig. 3E, 6 hours culture), while growth and antibiotic production were similar (data not shown). Germination starts at comparable time points in the Wt and the Wt80Cu spores (data not shown), but it is much more synchronous in the Wt80Cu than in the Wt, which lead to an acceleration in the time point at which 100% germination is reached (Fig. 3E). Sporulation in the SFM cultures adjusted with 80 µM Cu was delayed compared to the SFM unmodified cultures (Fig. 3F), confirming the effect of copper modulation of sporulation reported before^15^.

### Cytosolic copper quantification in single spores

To analyse cytosolic copper in individual spores, we adapted the method that we developed for the analysis of single eukaryotic cells^21^ to the study of *Streptomyces* single spores. Cytosolic copper in the Wt and in the *SCO2730::Tn5062* mutant single spores was below the sensitivity of the analysis (see Methods). However, we were able to quantify cytosolic copper in the Wt80Cu spores (Fig. 3G). There was a high variability in the cytosolic copper with a minimum of 0.51 fg Cu per spore and a maximum of 3.83 fg Cu per spore.

### Cytosolic copper modulates spore germination and *SCO2730/2731–SCO1045/1046* gene expression

The above results suggest an effect of *SCO2730* and *SCO2731* in the modulation of cytosolic copper concentration and germination (Figs 1 and 3). We next analysed the effect of copper on germination. Germination was delayed in sucrose-free R5A liquid cultures treated with copper concentrations over 40 µM (Fig. 4A). Interestingly, cytosolic copper was not proportional to the copper added to the medium. An increase of 2-fold in the extracellular copper (from 40 to 80 µM) correlated with a 1.3-fold increase of cytosolic copper (from 201.3 ± 7.4 to 272.5 ± 38.8 ng/mg protein) (Fig. 4B).

**Figure 4:**
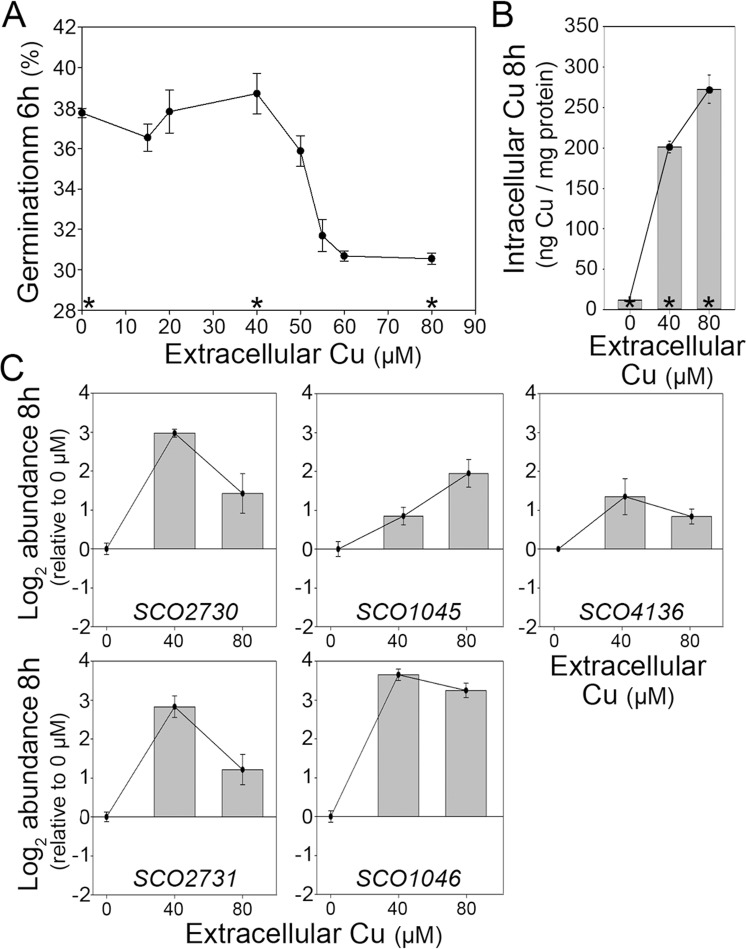
Extracellular copper effect in germination, cytosolic copper levels and the expression of copper related genes. (**A**) Variation of the percentage of germination with the extracellular copper concentration in sucrose free R5A solid cultures (three biological replicates). (**B**) Variation of intracellular copper during germination (6 h) depending on the extracellular copper concentration in sucrose free R5A liquid cultures (three biological replicates). (**C**) *SCO2730/2731*, *SCO1045/1046* and *SCO4136* expression during germination (8 h) in 40 and 80 µM CuSO_4_ amended cultures (qRT-PCRs, two biological replicates, sucrose free R5A liquid medium).

In order to further study the biomolecular mechanism buffering cytosolic copper during germination, we analysed the expression of the two copper secretion systems reported in *Streptomyces* (*SCO2730/2731*, *SCO1045/1046*)^15^ during germination in copper modified (by adding 0-, 40- or 80 µM extracellular copper) sucrose-free R5A cultures. The *SCO2730/2731* maximum expression (compared to the Wt germinating spores at the 0 µM copper modified medium) was reached at 40 µM extracellular copper, while the maximum expression of the *SCO1045/1046* genes was reached at 80 µM copper (Fig. 4C). We further analysed the expression of *csoR* (*SCO4136*), the master transcriptional repressor modulating copper effects in gene transcription^15^. *CsoR* expression was equally activated during germination at high cytosolic copper concentration, which was reached in the 40 and 80 µM copper modified sucrose-free R5A cultures (Fig. 4C). As reported before^15^, copper binds to CsoR blocking its interaction with DNA and activating the expression of genes repressed by CsoR, including the *csoR* gene.

### Comparison of the transcriptomes of *SCO2730::Tn5062* and *S. coelicolor* wild-type Cu-amended/non-amended spores, during germination

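The RNA-seq data behind the comparisons of *SCO2730::Tn5062*, Wt80Cu and Wt consist of 2 libraries per group, 6 in all. Spores of the Wt80Cu group came from SFM medium with 80 µM added CuSO4, and those of the other groups from SFM medium with 0 µM added. The paper gives a culture time of 10 h for every library, whereas the labels of the deposited libraries give 10 h for Wt and Wt80Cu and 20 h for *SCO2730::Tn5062*, so that the time of the libraries labelled *SCO2730::Tn5062* is uncertain. The authors depleted ribosomal RNA, made strand-specific libraries, aligned the reads with Bowtie2 and compared the groups with Cuffdiff. They deposited 1 comparison table for each of the 3 pairs of groups, with FPKM (fragments mapped to a transcript, scaled by its length and by the size of the library), p-values and q-values. Each table gives 1 FPKM value per group over its 2 libraries and no value per library, so no spread between replicates and no test across libraries could be computed here, and each p-value or q-value below is the authors'. The ratios below were computed from these FPKM values, as *SCO2730::Tn5062*/Wt or Wt80Cu/Wt, with nothing added unless stated. The table of *SCO2730::Tn5062* against Wt holds 7816 transcripts with an SCO number, of which 7282 were tested by the authors, and further entries without an SCO number that are not used here. The smallest p-value in each of these tables is 5e-05, and transcripts at this limit share 1 q-value per table. Transcripts whose coordinates overlap share 1 interval in the tables (2357 of them), and their separate values are therefore less certain. Coordinates are those of the *S. coelicolor* chromosome as the tables give them, counted from 1. The paper states at least 20 M reads per sample, but the tables hold no counts, so the depth behind each value is unknown, and values near 0 carry a large counting error. The disrupted gene itself, *SCO2730*, lies from 2976325 to 2976630 and was listed at 430.0 FPKM in the libraries labelled *SCO2730::Tn5062* and 123 FPKM in Wt, a log2 ratio of 1.80 (q = 0.000260 in the authors' deposited table). A value over the whole gene includes fragments on both sides of the insertion, so it does not check the disruption, and the direction goes against a loss of the transcript.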

In order to investigate the molecular mechanisms controlling the phenotypes observed during germination of the *SCO2730::Tn5062* mutant and the Wt80Cu spores, we compared their transcriptomes during germination (10 hours) in sucrose-free R5A liquid medium. Data were normalised against the Wt spores (log2 *SCO2730::Tn5062* or Wt80Cu/Wt) (SI Table S1). 

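By the authors' q-value below 0.05, 2544 transcripts were called between the libraries labelled *SCO2730::Tn5062* and Wt, of which 961 (37.8%) were higher and 1583 lower in *SCO2730::Tn5062*. Of the 1583, 666 lie near the ends of the chromosome, in stretches where nearly every transcript is listed at 0 in *SCO2730::Tn5062*. Outside these stretches, under the wider rule given below, 961 calls were higher and 917 lower. The comparison of Wt80Cu with Wt gave 1492 calls, 649 (43.5%) higher and 843 lower in Wt80Cu. Both lists shared 754 transcripts, which leaves 1790 called only in *SCO2730::Tn5062* and 738 called only in Wt80Cu. In the shared list 377 transcripts were lower in both groups, 134 were higher in both, 125 were higher in *SCO2730::Tn5062* and lower in Wt80Cu, and 118 were lower in *SCO2730::Tn5062* and higher in Wt80Cu. The same direction was thus found for 511 of the 754 transcripts (67.8%). Both comparisons use the same Wt libraries, and chance values of these libraries alone produce shared calls. In 100 simulated draws of unchanged groups sharing the Wt values, with the error of each of 6349 transcripts taken from the deposited test statistics, 0.710% of the transcripts passed an unadjusted p of 0.05 in both comparisons and 99.1% of those had the same direction. Among the same 6349 transcripts, 14.9% passed the authors' unadjusted p of 0.05 in both comparisons, and 60.6% of those had the same direction. By the q-value 581 of them (9.15%) were called in both. Across the same 6349 transcripts, Pearson's r between the log2 ratios of both comparisons was 0.271, against 0.488 in the simulation, where genes are not independent replicates. Requiring in addition an absolute log2 ratio of at least 1 moved these counts most, to 1411 calls for *SCO2730::Tn5062*, 600 for Wt80Cu and 300 for both.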

1790 transcripts showed significant variations (q-value of less than 0.05) in the *SCO2730::Tn5062* mutant, 738 in the Wt80Cu and 754 in both, *SCO2730::Tn5062* and Wt80Cu (Fig. 5) (SI Table S1).

**Figure 5:**
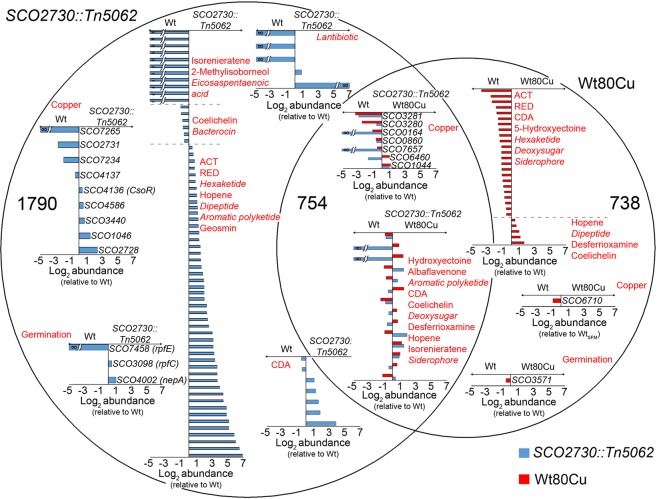
Transcriptomic analysis of the *SCO2730::Tn5062* mutant spores, the *S. coelicolor* wild-type strain spores obtained in 80 µM CuSO_4_ amended SFM cultures (Wt80Cu) and in SFM cultures (Wt) during germination (10 h) in sucrose free R5A medium. The Venn diagram shows transcripts related to copper homeostasis/metabolism/regulation, germination and secondary metabolism with significant variations (q-value of less than 0.05) in the *SCO2730::Tn5062* mutant (1790 transcripts), the Wt80Cu strain (738 transcripts), or both (754 transcripts), compared to the Wt. Abundance values (average from two biological replicates) are shown as log2 (*SCO2730::Tn5062* or Wt80Cu/Wt). Blue bars: transcripts with significant variations in the *SCO2730::Tn5062* mutant compared to Wt. Red bars, transcripts with significant variations in the Wt80Cu compared to Wt. Broken bars indicate transcripts not detected in the *SCO2730::Tn5062* mutant or the Wt strain. ACT, actinorhodin; RED undecylprodigiosin; CDA, calcium dependent antibiotic. Secondary metabolism cryptic pathways are indicated in italic letters.

The 1790 genes differentially expressed in the *SCO2730::Tn5062* mutant compared to the Wt strain, included key secondary metabolism genes, spore germination genes and genes encoding for copper related proteins (copper transporters, proteins using copper as cofactor, proteins whose genes are known to be regulated by copper) (Fig. 5) (Table 1). 

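The secondary metabolite genes that Tables 1 to 3 name number 112, in 22 pathways or single genes. Against Wt, the libraries labelled *SCO2730::Tn5062* had 59 of them called higher, 30 called lower and 23 not called by the authors' q-value. Of the 30 called lower, 16 lie near the ends of the chromosome, in stretches where nearly every transcript is listed at 0 in *SCO2730::Tn5062*. Because the tables of the paper name called genes, each pathway was also taken as a whole, from the lowest to the highest SCO number named for it. The pathways themselves were still those with a called gene in these data, so the spans lessen this selection without removing it. These spans hold 180 genes, with a median log2 ratio of 0.27 after adding 1 to each FPKM value, which understates the change of low genes. Among 10000 random lists of 180 transcripts matched on mean expression, whose median was typically -0.19, this median was at percentile 100, a description of these libraries and not a test. The random lists drew single transcripts and not runs of neighbours, which makes an extreme percentile likelier. In the spans 60 genes were called higher and 30 lower, and 90 were not called. The choice that moved the median most was to add 10 in place of 1, which gave 0.11.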

Most of the genes involved in secondary metabolism were up-regulated in the *SCO2730::Tn5062* mutant during germination (see details in the next paragraph). 

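*SCO1046* was listed at 16.3 FPKM in the libraries labelled *SCO2730::Tn5062* and 6.10 in Wt, a log2 ratio of 1.42 (q = 0.000260 in the authors' deposited table). It lies from 1101284 to 1103545. For *csoR* (*SCO4136*), with 295 and 223 FPKM, the log2 ratio was 0.40, and its q-value of 0.0473 in the authors' deposited table was close to the threshold. *SCO4586* had 125 FPKM in *SCO2730::Tn5062* and 86.6 in Wt, and its log2 ratio was 0.53 (q = 0.00625 in the authors' deposited table). The values of *SCO3440* were 112 and 69.5 FPKM, with a log2 ratio of 0.69 (q = 0.000958 in the authors' deposited table).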

The expression of *SCO1046* (CopA)^15^, *SCO4136* (CsoR)^15^, *SCO4586* (ABC transporter involved in multi-copper enzyme maturation, conserved domain database accession COG1277) and *SCO3440* (oxidase predicted to bind to copper)^16^ were up-regulated in the mutant. 

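*SCO4137* had 471 FPKM in the libraries labelled *SCO2730::Tn5062* and 661 in Wt, a log2 ratio of -0.49 (q = 0.00727 in the authors' deposited table). For *SCO7234* the values were 2.96 and 11.8 FPKM and the log2 ratio was -2.00 (q = 0.000260 in the authors' deposited table). *SCO7265* was listed at 0 in *SCO2730::Tn5062* and at 69.4 FPKM in Wt (q = 0.000260 in the authors' deposited table), so no ratio is given. It lies from 8075475 to 8076808, within the stretch at the right end of the chromosome in which nearly every transcript is listed at 0 in *SCO2730::Tn5062*.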

The expression of *SCO4137* and *SCO7265* (two genes predicted to be under the control of CsoR)^15^, *SCO7234* (cytochrome c oxidase predicted to use copper as cofactor, PROSITE accession PS00077) and *SCO2731* (cation transporter)^15^, was down-regulated in the mutant. As mentioned above, *SCO2731* was expressed in the *SCO2730::Tn5062* mutant (amplicon 3 in Fig. 1), from a promoter located inside the *SCO2730* ORF, but downstream of the *Tn5062* insertion. However, the expression from this promoter is 6.5-fold less than the wild-type strain (Table 1). 

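*SCO2731*, from 2976666 to 2978948, was listed at 5.47 FPKM in the libraries labelled *SCO2730::Tn5062* and 35.7 FPKM in Wt. This is a log2 ratio of -2.71, or 6.53-fold lower in *SCO2730::Tn5062* (q = 0.000260 in the authors' deposited table). The tables give 1 value per gene, so they do not show which part of *SCO2730* the fragments upstream of *SCO2731* came from.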

Interestingly, genes *SCO2728* (putative zinc-responsive transcriptional regulator, conserved domain database accession PRK09514) and *SCO2729* (putative acetyltransferase), both transcribed together with *SCO2730/3731* (Fig. 1A), are 5-fold overexpressed in the mutant (Table 1). 

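*SCO2728* (from 2975219 to 2975617) had 24.6 FPKM in the libraries labelled *SCO2730::Tn5062* and 4.77 FPKM in Wt, 5.15-fold higher in *SCO2730::Tn5062* (log2 ratio 2.37, q = 0.000737 in the authors' deposited table). *SCO2729* (from 2975704 to 2976312) had 87.2 and 18.6 FPKM, 4.68-fold higher (log2 ratio 2.23, q = 0.000260 in the authors' deposited table). In Wt80Cu neither gene was called against Wt, with log2 ratios of -1.03 (q = 0.252) and -0.14 (q = 0.759) in the authors' deposited table.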

Three genes related to spore germination are differentially expressed in the mutant and the wild-type strain: *nepA* (*SCO4002*)^8^, 2-fold up-regulated; *rpfC* (*SCO3098*)^10^, 1.4-fold up-regulated; and *rpfE* (*SCO7458*), encoding one of the key peptidoglycan lytic enzymes activated during germination^10^, whose transcript was absent in the mutant, and perhaps contributing to the delay in germination observed in the mutant (Table 1).

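*nepA* (*SCO4002*) had 34.5 FPKM in the libraries labelled *SCO2730::Tn5062* and 17.1 FPKM in Wt, 2.01-fold higher (q = 0.0175 in the authors' deposited table). For *rpfC* (*SCO3098*) the values were 374 and 273 FPKM, 1.37-fold higher (q = 0.0108 in the authors' deposited table). *rpfE* (*SCO7458*), from 8272128 to 8272493, was listed at 0 in *SCO2730::Tn5062* and at 7.20 FPKM in Wt (q = 0.000260 in the authors' deposited table). In Wt80Cu it was listed at 10.1 FPKM, against 8.58 in the Wt of the same table (q = 0.762 in the authors' deposited table). Its neighbours were listed at 0 in *SCO2730::Tn5062* as well. Of the 768 transcripts at 0 in *SCO2730::Tn5062* with at least 1 FPKM in Wt, 533 lie in a pair of terminal blocks, taken from each end of the chromosome inward while no transcript reached 1 FPKM in *SCO2730::Tn5062*. The left block holds 353 transcripts, from *SCO0001* (446) to *SCO0368*, which shares its interval (373045 to 377255) with *SCO0369*, the first gene outside, and the right block 336, from *SCO7511* to *SCO7846* (8325357 to 8667062). The longest run of consecutive transcripts at 0 was 62, while the longest in 10000 permutations of gene order was 8 (permutation test, p = 0.0001, the smallest these permutations can give). Genes at 0 lie together in the other groups as well, with a longest run of 17 in Wt and 11 in Wt80Cu, so a run longer than the permuted ones is not by itself particular to *SCO2730::Tn5062*. The right block ends at *SCO7510*, with 3.12 FPKM in *SCO2730::Tn5062* and 3079 in Wt. When a transcript counted as expressed in *SCO2730::Tn5062* only with at least 1 FPKM and at least 1% of its Wt value, a rule chosen after the data were seen, the right block reached from *SCO7240* (8047425) and included *rpfE*. Its 607 transcripts then had 472 at 0 among the 518 with at least 1 FPKM in Wt, and 17 of the 768 transcripts at 0 lay outside both blocks. The paper proposes that the absence of the *rpfE* transcript perhaps contributed to the delay in germination of the mutant.

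**Figure D1:**
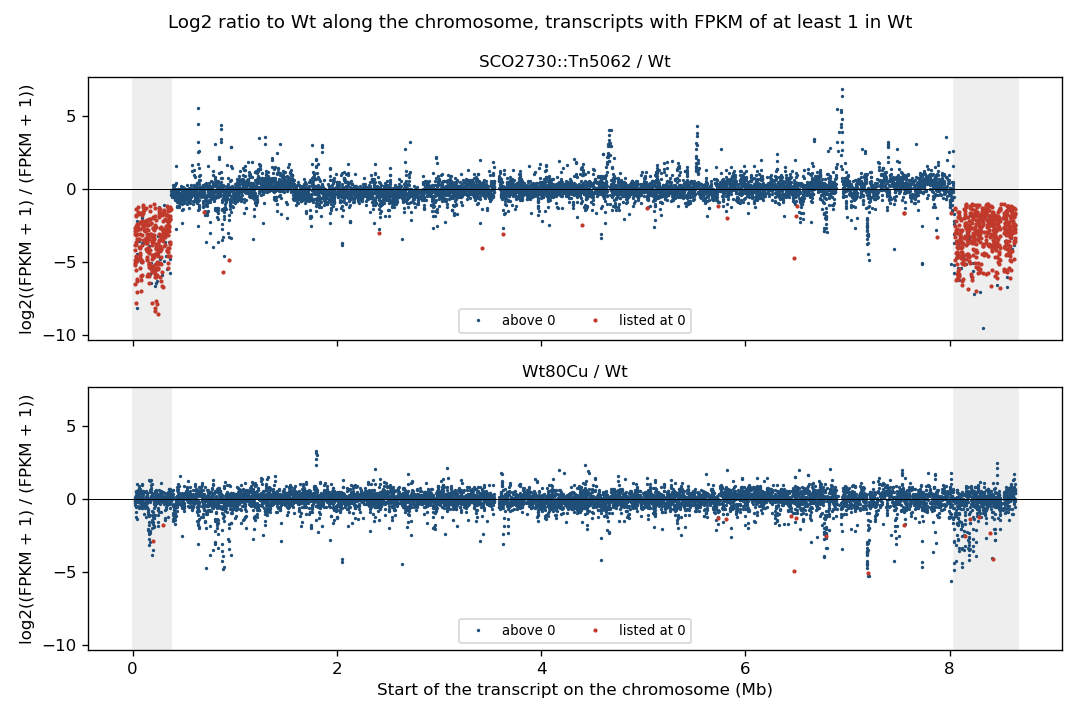
Log2 ratio to Wt, after adding 1 to each FPKM value, against the start of each transcript on the chromosome in Mb, for *SCO2730::Tn5062* (top) and Wt80Cu (bottom), with 1 point per transcript of at least 1 FPKM in Wt. Red points are listed at 0, and grey areas are the terminal blocks under the wider rule, in which 751 of 836 such transcripts are at 0 in *SCO2730::Tn5062*.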

**Table 1:** Abundance values of transcripts showing significant variations (q-value of less than 0.05) between the *SCO2730::Tn5062* mutant and the *S. coelicolor* M145 wild-type strain during germination (10 hours) in sucrose free R5A cultures.

Function	Sco No.	Description	Abundance	
			Log_2_ (*SCO2730::Tn5062* /Wt)	*SCO2730::Tn5062*/Wt
Copper related genes	*SCO1046*	Copper transporter	1.4	2.7
	*SCO2731*	CopA cation transporter	−2.7	0.1
	*SCO3440*	Oxidase predicted to bind to copper	0.7	1.6
	*SCO4137*	Putatively repressed by CsoR	−0.5	0.7
	*SCO4136*	CsoR	0.4	1.3
	*SCO4586*	ABC transporter involved in multi-copper enzyme maturation	0.5	1.4
	*SCO7234*	Cytochrome c oxidase	−2	0.2
	*SCO7265*	Putatively repressed by CsoR	^a^	0
Genes upstream SCO2730	*SCO2728*	Putative zinc-responsive transcriptional regulator	2.4	5.1
	*SCO2729*	Putative acetyltransferase	2.2	4.7
Germination	*SCO4002*	*NepA*	1	2
	*SCO3098*	*RpfC*	0.4	1.4
	*SCO7458*	*RpfE*	^a^	0
Secondary metabolism	*SCO0124*	Eicosapentaenoic acid biosynthesis	^a^	0
	*SCO0126*		^a^	0
	*SCO0127*		^a^	0
	*SCO0129*		^a^	0
	*SCO0186*	Isorenieratene biosynthesis	^a^	0
	*SCO0187*		^a^	0
	*SCO0188*		^a^	0
	*SCO0189*		^a^	0
	*SCO0190*		^a^	0
	*SCO0267*	Lantibiotic biosynthesis	^a^	0
	*SCO0269*		^a^	0
	*SCO0270*		^a^	0
	*SCO0490*	Coelichelin biosynthesis	−0.6	0.7
	*SCO0491*		−0.6	0.7
	*SCO0496*		−1	0.5
	*SCO0497*		−1	0.5
	*SCO0499*		−0.8	0.6
	*SCO0756*	Bacteriocin biosynthesis	−0.8	0.6
	*SCO1271*	Aromatic polyketide biosynthesis	0.8	1.7
	*SCO1909*	Antibiotic biosynthesis monooxygenase	1.1	2.2
	*SCO3216*	CDA biosynthesis	−0.6	0.6
	*SCO3217*		1	2
	*SCO3220*		−0.5	0.7
	*SCO3222*		1.8	3.5
	*SCO3236*		3.8	14.4
	*SCO3247*		1.2	2.4
	*SCO3248*		1.6	3
	*SCO3800*	Acyl-CoA dehydrogenase	2	3.8
	*SCO5071*	ACT biosynthesis	3.7	12.6
	*SCO5072*		3	8
	*SCO5073*		1.9	3.9
	*SCO5074*		2.6	5.9
	*SCO5075*		1.3	2.5
	*SCO5076*		0.4	1.4
	*SCO5078*		1.5	2.8
	*SCO5080*		2.3	4.9
	*SCO5082*		1.5	2.8
	*SCO5083*	ACT biosynthesis	4.4	21.5
	*SCO5084*		3.9	15.7
	*SCO5085*		3.6	12.5
	*SCO5086*		3.2	9.4
	*SCO5087*		2	4
	*SCO5088*		1.8	3.5
	*SCO5090*		2.3	4.9
	*SCO5091*		1.1	2.2
	*SCO5092*		1.2	2.3
	*SCO5877*	Prodigiosin biosynthesis	0.9	1.8
	*SCO5879*		1.3	2.5
	*SCO5890*		0.6	1.5
	*SCO5895*		1.5	2.9
	*SCO6073*	Geosmin biosynthesis	1.9	3.7
	*SCO6273*	Hexaketide biosynthesis	3.7	12.5
	*SCO6274*		3.1	8.7
	*SCO6275*		4.8	28.6
	*SCO6276*		6	64.1
	*SCO6277*		1.6	3
	*SCO6278*		5.1	35.3
	*SCO6279*		5.8	55.8
	*SCO6280*		2.4	5.4
	*SCO6281*		4.8	28.7
	*SCO6282*		6.9	118.9
	*SCO6283*		6.5	90.4
	*SCO6284*		5.1	34.9
	*SCO6286*		3.4	10.2
	*SCO6287*		4.4	21.1
	*SCO6288*		3.1	8.7
	*SCO6430*	Dipeptide biosynthesis	1.2	2.3
	*SCO6431*		1	2
	*SCO6432*		0.9	1.8
	*SCO6436*		0.8	1.7
	*SCO6767*	Hopene biosynthesis	1	2
	*SCO6927*	Lantibiotic biosynthesis	0.8	1.8
	*SCO6932*		^b^	∞
	*SCO7700*	2-Methylisoborneol biosynthesis	^b^	∞
	*SCO7701*		^b^	∞

The abundance of the transcripts described in results is indicated; see SI Table S1 for the full transcriptome results. ^a^Transcripts not detected in the *SCO2730::Tn5062* mutant.

^b^Transcripts not detected in the Wt strain.

The 738 genes differentially expressed during the germination of the Wt80Cu spores compared to Wt, include key genes involved in secondary metabolism, germination and genes encoding for copper related proteins (Fig. 5) (Table 2). 

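Of the 112 secondary metabolite genes named in Tables 1 to 3, 30 were called lower and 14 higher in Wt80Cu than in Wt by the authors' q-value. Over the whole spans of the pathways, the median log2 ratio of 179 genes was -0.21 after adding 1 to each FPKM value. This median was at percentile 0 among 10000 random lists matched on mean expression, whose median was typically -0.03, and adding 10 in place of 1 brought it to -0.06. The percentile is again no test, because the pathways were chosen through called genes and the random lists drew single transcripts. The falls were uneven between pathways. All 12 deoxysugar synthase genes named were called lower, with log2 ratios from -2.49 to -0.90, as were all 4 genes of 5-hydroxyectoine biosynthesis, from -1.30 to -0.79. Of 15 hexaketide genes, 6 were called lower, the strongest being *SCO6282* with 3.02 FPKM against 42.9 in Wt (log2 ratio -3.83, q = 0.000653 in the authors' deposited table). Both siderophore genes were called lower. In CDA biosynthesis 2 of 10 genes were called lower and 1 higher, and in undecylprodigiosin biosynthesis 1 of 5 was called lower, *SCO5881*, with a log2 ratio of -0.66 (q = 0.00765 in the authors' deposited table). Of the 18 actinorhodin genes 0 were called, with log2 ratios from -1.14 to 0.48 and a median of -0.34. Over whole spans, the counts called lower were 12 of 19 for deoxysugar synthase, 6 of 16 for hexaketide, 2 of 33 for CDA, 1 of 19 for undecylprodigiosin and 0 of 22 for actinorhodin biosynthesis.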

The expression of most of the genes involved in secondary metabolite biosynthesis was down-regulated in the cultures inoculated with Wt80Cu spores (genes involved in actinorhodin, undecylprodigiosin, CDA, 5-hydroxyectoine, hexaketide, deoxysugar and siderophore biosynthesis). Other genes down-regulated in the Wt80Cu cultures were: *SCO6710*, a putative glycosyl hydrolase supposedly repressed by CsoR^15^; and *SCO3571*, a cyclic AMP receptor protein homologue whose mutation was reported to diminish germination^22^. 

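*SCO6710* had 2.13 FPKM in Wt80Cu and 4.27 FPKM in Wt, a log2 ratio of -1.00 (q = 0.00797 in the authors' deposited table). For *SCO3571* the values were 494 and 725 FPKM, with a log2 ratio of -0.55 (q = 0.00654 in the authors' deposited table). Neither gene was called between the libraries labelled *SCO2730::Tn5062* and Wt, where the log2 ratios were -0.26 (q = 0.508) and -0.07 (q = 0.784) in the authors' deposited table.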

There were no significant differences in *csoR* between Wt80Cu and the Wt, indicating that inactivation of the CsoR repressor activity triggered by copper binding previously described^15^ did not occur at the high cytosolic copper levels present in the Wt80Cu dormant spores (Fig. 3C). Consequently, there remains an unknown CsoR independent mechanism controlling the fast spore germination observed in this strain (Fig. 3E). 

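In Wt80Cu, *csoR* (*SCO4136*) had 219 FPKM against 266 FPKM in Wt, a log2 ratio of -0.28 (p = 0.107, q = 0.274 in the authors' deposited table). The value was lower, not higher, than in Wt, and the difference did not pass the threshold. From the absence of a significant difference, the paper concludes that copper binding did not inactivate the CsoR repressor in the Wt80Cu spores.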

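*SCO1045* and *SCO1046* had 10.6 and 4.96 FPKM in Wt80Cu, against 8.65 and 7.27 FPKM in Wt. Their log2 ratios were 0.29 (q = 0.821) and -0.55 (q = 0.0815) in the authors' deposited table, and *SCO1046* had an unadjusted p of 0.0192 there. *SCO2730* was listed at 115 FPKM in Wt80Cu and 147 in Wt, a log2 ratio of -0.36 (q = 0.245 in the authors' deposited table). For *SCO2731*, with 44.1 and 42.5 FPKM, the log2 ratio was 0.05 (q = 0.865 in the authors' deposited table).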

Interestingly, neither of the two copper chaperones/transporters described in *Streptomyces* (SCO1045/1046 and SCO2730/2731)^15^ showed significant variations in the Wt80Cu cultures compared to the Wt cultures (Table 2), indicating that the Wt expression levels present in the Wt80Cu spores are high enough to reduce cytosolic copper during germination to a concentration comparable to that reached in the Wt spores (26 ± 2.4 ng Cu/mg protein, only 1.4- fold higher than the Wt spores at 10-hours) (Fig. 3D). 

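In Wt80Cu all 3 desferrioxamine genes named in the tables were called higher than in Wt, with log2 ratios from 0.65 to 1.43. Of the 8 coelichelin genes, 3 were called higher and 0 lower, within a range of -0.07 to 0.64 for all of them. *SCO6770*, of hopene biosynthesis, had 299 FPKM in Wt80Cu and 95.9 in Wt, a log2 ratio of 1.64 (q = 0.000653 in the authors' deposited table). The other hopene genes named in the tables that have values, *SCO6766* and *SCO6768*, were called lower, at -0.84 and -1.11. *SCO6769*, in the same span but not named in the tables, was not called, at -0.13 (q = 0.821 in the authors' deposited table). Of the 5 dipeptide genes, 1 was called, *SCO6437*, with 4.56 and 2.05 FPKM and a log2 ratio of 1.15 (q = 0.0215 in the authors' deposited table).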

The expression of genes involved in hopene, desferrioxamine, coelichelin and dipeptide biosynthesis, was slightly up-regulated in the Wt80Cu cultures.

**Table 2:** Abundance values of transcripts in the Wt80Cu and the *S. coelicolor* M145 wild-type strains during germination (10 hours) in sucrose free R5A cultures.

Function	Sco No.	Description	Abundance	
			Log _2_ (Wt80Cu /Wt)	Wt80Cu/Wt
Copper related genes	*SCO2730*	CopZ copper chaperone	n.s.	n.s.
	*SCO2731*	CopA cation transporter	n.s.	n.s.
	*SCO1045*	CopZ copper chaperone	n.s.	n.s.
	*SCO1046*	CopA cation transporter	n.s.	n.s.
	*SCO6710*	Glycosyl hydrolase putatively repressed by CsoR	−1	0.5
	*SCO4136*	CsoR	n.s.	n.s.
Germination	*SCO3571*	Cyclic AMP receptor protein homologue	−0.6	0.7
Secondary metabolism	*SCO0381*	Deoxysugar synthase	−1.5	0.3
	*SCO0382*		−1.3	0.1
	*SCO0384*		−1.9	0.2
	*SCO0385*		−1.3	0.4
	*SCO0386*		−0.9	0.5
	*SCO0387*		−1.7	0.3
	*SCO0388*		−1	0.5
	*SCO0389*		−1.1	0.5
	*SCO0395*		−2.5	0.2
	*SCO0397*		−1.6	0.3
	*SCO0399*		−1.5	0.4
	*SCO0493*	Coelichelin biosynthesis	0.5	1.4
	*SCO1864*	5-Hydroxyectoine biosynthesis	−0.8	0.6
	*SCO1865*		−1.2	0.4
	*SCO1866*		−1.2	0.4
	*SCO2783*	Desferrioxamine biosynthesis	1	2
	*SCO2785*		0.6	1.6
	*SCO3235*	CDA biosynthesis	−0.6	0.6
	*SCO3774*	Beta-lactamase related protein	−0.8	0.6
	*SCO5800*	Siderophore biosynthesis	−1.3	0.4
	*SCO5881*	Prodigiosin biosynthesis	−0.7	0.6
	*SCO6275*	Hexaketide biosynthesis	−0.9	0.5
	*SCO6277*		−1.3	0.4
	*SCO6279*		−1.7	0.3
	*SCO6280*		−2	0.2
	*SCO6282*		−3.8	0.07
	*SCO6283*		−2.6	0.2
	*SCO6437*	Dipeptide biosynthesis	1.1	2.2
	*SCO6770*	Hopene biosynthesis	1.6	3.1

The abundance of the transcripts described in results is indicated; see SI Table S1 for the full transcriptome results. N.s. Non-significant variation.

The 754 genes differentially expressed during germination in both the *SCO2730::Tn5062* mutant and the cultures inoculated with the Wt80Cu spores, compared with the wild-type strain, include secondary metabolism genes, and genes encoding for copper related proteins (Fig. 5) (Table 3). Most of these genes were down-regulated in the cultures inoculated with Wt80Cu spores. 

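Of the 754 transcripts called in both comparisons, 502 (66.6%) were lower and 252 higher in Wt80Cu than in Wt. In the libraries labelled *SCO2730::Tn5062*, 495 of the 754 were lower than in Wt. The terminal blocks under the wider rule hold 145 of the 754 transcripts, and without them 609 remained in the list, 398 with the same direction in both comparisons (65.4%).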

Variation in the expression of secondary metabolism genes was discrete (all the abundances were below the 2-fold change, log2 abundance within the +/− 1 interval). 

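Table 3 names 14 secondary metabolite genes, which give 28 values over both comparisons. Of these, 16 log2 ratios lay within 1 of 0, 10 lay beyond it and 2 had *SCO2730::Tn5062* listed at 0. Of the 10 beyond 1, 3 were in *SCO2730::Tn5062* and 7 in Wt80Cu, from -1.54 to 1.84. Both log2 ratios lay within 1 for 6 of the 14 genes. The highest was *SCO3218* in *SCO2730::Tn5062*, with 262 FPKM against 73.4 FPKM in Wt (q = 0.000260 in the authors' deposited table).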

The most important variation, was found in the genes encoding proteins related to copper: genes predicted to be modulated by CsoR (*SCO1044*, *SCO3280*)^15^; putative cation-transporting ATPases (*SCO0164*, *SCO0860*, *SCO6460*)^15^; *SCO3281*, a cytosolic copper storage protein^23^; and *SCO7657*, a putative secreted protein predicted to bind copper^16^. Interestingly, *SCO0164* and *SCO7657* were not expressed in the *SCO2730::Tn5062* mutant.

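*SCO0164* was listed at 0 in the libraries labelled *SCO2730::Tn5062* and at 4.63 FPKM in Wt (q = 0.000260 in the authors' deposited table), and it lies from 153398 to 156120, an interval shared with an overlapping gene, in the left terminal block. *SCO7657* was listed at 0 in *SCO2730::Tn5062* and at 34.3 FPKM in Wt (q = 0.000260 in the authors' deposited table), and it lies from 8483781 to 8485538, in the right terminal block and within its run of 62 transcripts at 0. In Wt80Cu the log2 ratios of *SCO0164* and *SCO7657* were -1.17 (q = 0.0190) and -0.58 (q = 0.0116) in the authors' deposited table. *SCO3281* was the copper gene with the strongest fall in Wt80Cu, to 4.51 FPKM from 45.4 in Wt (log2 ratio -3.33, q = 0.000653 in the authors' deposited table), and in *SCO2730::Tn5062* its log2 ratio was -2.90 (q = 0.000260 in the authors' deposited table). *SCO3280* had log2 ratios of -0.65 in *SCO2730::Tn5062* and -2.49 in Wt80Cu, and *SCO0860* of -0.65 and -0.72. *SCO1044* was higher in both groups, with log2 ratios of 0.96 and 1.12. *SCO6460* moved in opposite directions, with 0.844 FPKM in *SCO2730::Tn5062* against 2.75 in Wt (log2 ratio -1.70) and 6.51 in Wt80Cu against 3.27 in Wt (log2 ratio 0.99). These values of *SCO6460* are low, and with 1 added to each FPKM value its log2 ratio in *SCO2730::Tn5062* was -1.02.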

**Table 3:** Abundance values of transcripts showing significant variation (q-value of less than 0.05) in the *SCO2730::Tn5062* mutant and the Wt80Cu strain compared to the *S. coelicolor* M145 wild-type strain during germination (10 hours) in sucrose free R5A cultures.

Function	Sco No.	Description	Abundance			
			Log _2_ (*SCO2730::Tn5062* /Wt)	Log _2_ (Wt80Cu /Wt)	*SCO2730::Tn5062* /Wt	Wt80Cu /Wt
Copper related genes	*SCO0164*	Putative cation-transporting ATPase	^a^	−1.2	0	0.4
	*SCO0860*	Putative cation-transporting ATPase	−0.7	−0.7	0.6	0.6
	*SCO1044*	Putatively repressed by CsoR	1	1.1	2	2.2
	*SCO3280*	Putatively repressed by CsoR	−0.7	−2.5	0.6	0.2
	*SCO3281*	Cytosolic copper storage protein	−2.9	−3.3	0.1	0.09
	*SCO6460*	Putative cation-transporting ATPase	−1.7	1	0.3	2
	*SCO7657*	Putative secreted protein predicted to bind copper	^a^	−0.6	0	0.7
Secondary metabolism	*SCO0185*	Isorenieratene biosynthesis	^a^	1.4	0	2.6
	*SCO0191*		^a^	0.8	0	1.8
	*SCO0396*	Deoxysugar synthase	−0.9	−1.5	0.5	0.3
	*SCO0494*	Coelichelin biosynthesis	−0.5	0.5	0.7	1.4
	*SCO0495*	Coelichelin biosynthesis	−0.7	0.6	0.6	1.6
	*SCO1265*	Aromatic polyketide biosynthesis	0.8	0.9	1.8	1.9
	*SCO1867*	5-Hydroxyectoine biosynthesis	0.4	−1.3	1.3	0.4
	*SCO2782*	Desferrioxamine biosynthesis	−0.6	1.4	0.7	2.7
	*SCO3218*	CDA biosynthesis	1.8	−1	3.6	0.5
	*SCO3221*	CDA biosynthesis	1.4	1.2	2.7	2.3
	*SCO5223*	Albaflavenone biosynthesis	−0.5	0.6	0.7	1.5
	*SCO5799*	Siderophore biosynthesis	−0.9	−1	0.6	0.5
	*SCO6766*	Hopene biosynthesis	0.6	−0.8	1.5	0.6
	*SCO6768*		1.4	−1.1	2.6	0.5

The abundance of the transcripts described in results is indicated; see SI Table S1 for the full transcriptome results.

^a^Transcripts not detected in the *SCO2730::Tn5062* mutant.

### Secondary metabolite transcripts with significant variations (q-value < 0.05) in the *SCO2730::Tn5062* mutant compared to wild-type strain (Wt)

We next focus on the analysis of the secondary metabolite genes up-regulated in the *SCO2730::Tn5062* mutant during germination (10 hours in sucrose-free R5A liquid cultures). The *S. coelicolor* genome encodes at least 30 predicted secondary metabolite clusters^24^. The expression of 60 genes belonging to 12 secondary metabolite clusters (40% of the total predicted)^24^ is up-regulated in the *SCO2730::Tn5062* mutant compared to the wild-type strain (Fig. 6) (Tables 1–3, SI Table S1): six well-known secondary metabolite clusters (undecylprodigiosin, hopene, geosmin, actinorhodin, 5-hydroxyectoine, CDA); four predicted cryptic pathways (lantibiotic, hexaketide, dipeptide, aromatic polyketide)^24^. 

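By the authors' q-value, the 59 genes called higher in the libraries labelled *SCO2730::Tn5062* belong to 12 of the pathways and single genes named in Tables 1 to 3, counting *SCO1909* and *SCO3800* as 1 each. Hexaketide biosynthesis had all 15 genes called higher, with log2 ratios from 1.61 to 6.89. The largest rise was that of *SCO6282*, from 6941746 to 6942543, with 4276 FPKM in *SCO2730::Tn5062* against 36.0 in Wt (log2 ratio 6.89, q = 0.000260 in the authors' deposited table). All 18 actinorhodin genes were called higher, from 0.45 to 4.43, the highest being *SCO5083*, which shares its interval with an overlapping gene, with 232 against 10.8 FPKM. In CDA biosynthesis 7 of 10 genes were called higher and 2 lower, and the highest ratio, that of *SCO3236*, rests on 6.70 against 0.466 FPKM (q = 0.0142 in the authors' deposited table). With 1 added to each value its log2 ratio was 2.39 in place of 3.85. Undecylprodigiosin and dipeptide biosynthesis had 4 of 5 genes each called higher, hopene biosynthesis 3 of 4, aromatic polyketide biosynthesis 2 of 2 and 5-hydroxyectoine biosynthesis 1 of 4. Tables 1 to 3 name genes with a call in at least 1 comparison, and over whole spans the counts called higher were 15 of 16 for hexaketide, 18 of 22 for actinorhodin, 7 of 33 for CDA, 4 of 19 for undecylprodigiosin, 4 of 8 for dipeptide, 4 of 5 for hopene and 2 of 7 for aromatic polyketide biosynthesis. Geosmin biosynthesis is represented by *SCO6073*, with a log2 ratio of 1.90. Of the 5 lantibiotic genes, 2 were called higher and 3, from *SCO0267* to *SCO0270* in the left terminal block, were listed at 0. One of the higher genes, *SCO6932*, is 132 bp long and was listed at 0 in Wt and at 22.2 FPKM in *SCO2730::Tn5062* (q = 0.0489 in the authors' deposited table). From the up-regulation of these clusters and the production assays (Fig. 1F,G), the paper states that secondary metabolism was permanently activated in the mutant. If the labels are right, the *SCO2730::Tn5062* libraries were grown for 20 h and those of Wt for 10 h. Culture time could then be behind part of these rises in RNA, and it cannot be told apart from strain.

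**Figure D2:**
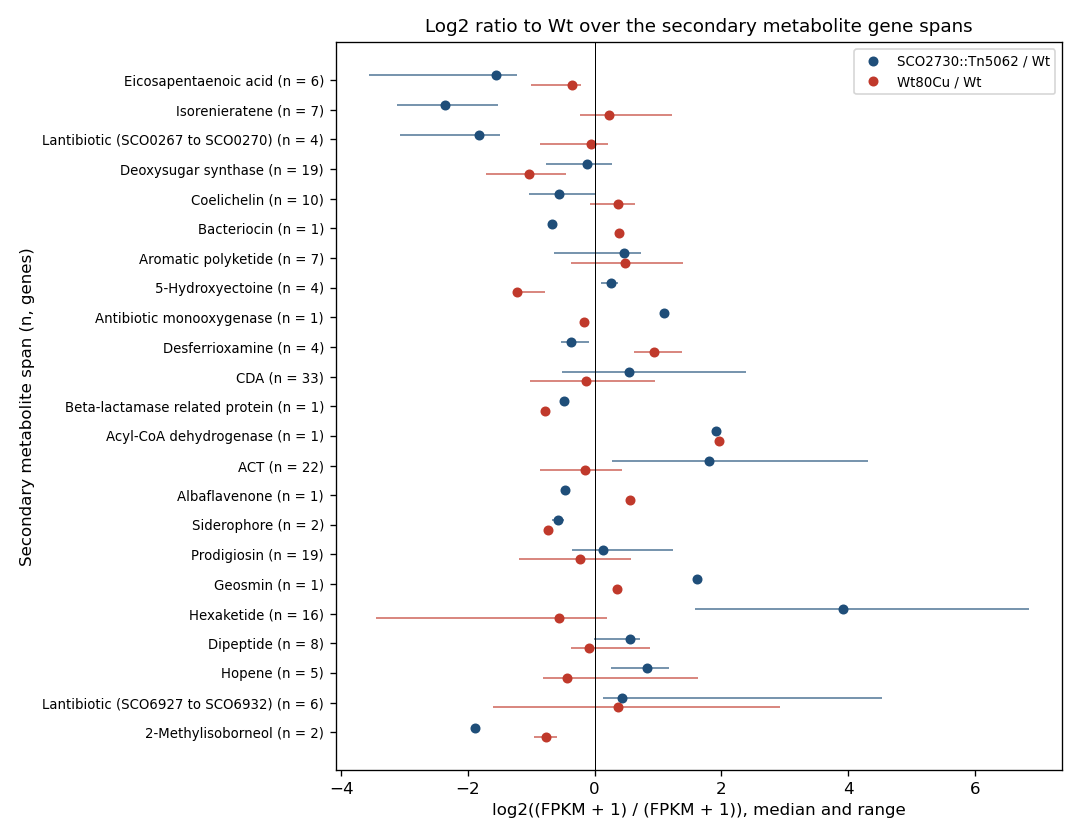
Log2 ratio to Wt, after adding 1 to each FPKM value, over the span of each pathway, for *SCO2730::Tn5062* (blue) and Wt80Cu (red). Points are medians over the genes of the span and lines run from the lowest to the highest gene. The hexaketide span has a median of 3.91 in *SCO2730::Tn5062* and -0.56 in Wt80Cu, and the actinorhodin span (ACT) 1.80 and -0.15.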

*SCO3800* a gene putatively involved in secondary metabolism biosynthesis (*S. coelicolor* KEGG pathway map 01110) and *SCO1909*, a gene putatively involved in antibiotic biosynthesis (pfam03992), also were overexpressed in the mutant.

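*SCO3800* had 208 FPKM in the libraries labelled *SCO2730::Tn5062* and 54.3 in Wt, a log2 ratio of 1.94 (q = 0.000260 in the authors' deposited table). It was also higher in Wt80Cu, with 254 against 64.7 FPKM (log2 ratio 1.98, q = 0.000653 in the authors' deposited table). *SCO1909* had 42.6 and 19.3 FPKM in *SCO2730::Tn5062* and Wt, a log2 ratio of 1.14 (q = 0.000260 in the authors' deposited table), and in Wt80Cu it was not called, at -0.17 (q = 0.677 in the authors' deposited table).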

**Figure 6:**
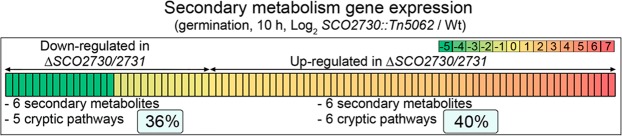
Heat map illustrating the secondary metabolism transcript abundances. Abundances correspond to log2 *SCO2730::Tn5062* / Wt. Only transcripts showing significant variations (q-value < 0.05) in the *SCO2730::Tn5062* mutant compared to the wild-type strain (Wt) are shown. *S. coelicolor* encodes 30 secondary metabolite clusters^24^: 40% up-regulated in the mutant (red colours), 36% down-regulated (green colours), 24% without variation (not shown in the figure).

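Among the 22 pathways and single genes named in Tables 1 to 3, 12 had at least 1 gene called higher in the libraries labelled *SCO2730::Tn5062* and 11 at least 1 gene called lower, with 2 of them, CDA and lantibiotic biosynthesis, in both groups. Of the 11 with genes called lower, 4 had all of those genes in the terminal blocks. These are eicosapentaenoic acid, isorenieratene, lantibiotic and 2-methylisoborneol biosynthesis, with 16 genes together, all of them listed at 0 in *SCO2730::Tn5062*. Outside the blocks the lowest log2 ratio among the genes called lower was -1.05, in coelichelin biosynthesis, where 7 of 8 genes were called lower and the log2 ratio of the remaining gene was -0.17.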

## Discussion

As introduced above, copper has pleiotropic effects in *Streptomyces* development and regulates differentiation (aerial mycelium and sporulation) and antibiotic production^13,14^. In this work we discovered additional copper effects during the vegetative stage, in germination (Fig. 1C) and growth (Fig. 1E).

Based on our results, we propose the model outlined in Fig. 7, which correlates spore germination, vegetative growth, secondary metabolism and sporulation with cytosolic copper and the expression of key genes regulating these processes. In the wild-type strain (outlined in Fig. 7A), germination triggers cytosolic copper secretion thanks to the activation of the SCO2730/2731 copper chaperone/P-type ATPase (Fig. 3A,B). Cytosolic copper reaches its minimum concentration during germination (11.8 ± 0.3 ng Cu/mg protein) which suggests that the SCO2730/2731 secretion system has a higher affinity for copper than does the SCO1045/1046 chaperone/transporter that is activated at the higher cytosolic copper levels reached in the mycelium (Fig. 3A,B). This result agrees with the results of Chaplin *et al*.^17^, who demonstrated, *in vitro*, the higher copper affinity of SCO2730/2731 compared to SCO1045/1046. We postulate that the SCO1045/1046 system is also active during the first stages of copper secretion accompanying germination and until the cytosolic copper concentration reaches the low levels at which the SCO2730/2731 transporter system is activated (Fig. 3B). The low levels of cytosolic copper trigger the expression of *rpfE*, which is a key peptidoglycan lytic enzyme activated during germination^10^ (Fig. 5) (Table 1). We postulate that the asynchrony of spore germination is a consequence, at least in part, of the differences in cytosolic copper concentration in single dormant spores (Fig. 3G). The spores with the highest levels of cytosolic copper germinate more slowly than the spores with lower cytosolic copper. Cytosolic copper in wild-type single spores was below the sensitivity of the assay used in this work. However, if we assume that the variability we observed in the Wt80Cu spores (Fig. 3G) is similar to that of the Wt spores and consider an average of cytosolic copper of 1225 ng Cu/mg protein (Fig. 3D), we can expect a range of cytosolic copper in the Wt spores between 625 and 4691 ng Cu/mg of protein (Fig. 7A). During the vegetative stage of the wild-type strain, the expression of *SCO2730*/*2731* genes decreases, while the expression of the *SCO1045*/*1046* genes increases (Fig. 3B) and cytosolic copper increases (Fig. 3A). Secondary metabolism is activated (Fig. 1F,G) at cytosolic copper concentrations between 45 and 200 ng Cu/mg protein (Fig. 3A). During the sporulation stage of wild-type sporulating hyphae, we postulate the activation of a cytosolic copper accumulation mechanism that ends in high cytosolic copper levels in dormant spores (Fig. 3C). The putative zinc-responsive SCO2728 transcriptional regulator (conserved domain database accession PRK09514) might modulate the effect of cytosolic copper in sporulating hyphae. Metal sensitive transcriptional repressors can bind zinc, and also copper, which has been demonstrated, for instance, in the case of CsoR from *Bacillus subtilis*^25^. Interestingly, *SCO2728* is up-regulated 5.1-fold in the *SCO2730::Tn5062* mutant (Table 1), which perhaps indicates autoregulation of its own expression at the high copper concentrations reached in the mutant. As stated above, we postulate that sporulating hyphae accumulate copper, and the high levels of cytosolic copper activate the expression of *SCO2728*. This autoregulation is comparable to that described for the *csoR* transcriptional regulator^15^, but is at a higher copper concentration than *csoR*, because *csoR* expression is only slightly increased (1.3-fold) at the copper concentration reached in the *SCO2730::Tn5062* mutant (Table 1). Sporulating hyphae activate the expression of *nepA* (a structural cell wall protein involved in maintenance of spore dormancy)^8^, which is analogous to what happens during the germination of *SCO2730::Tn5062* mutant spores (Table 1), which maintain higher cytosolic levels than does the wild-type strain (Fig. 3D). Interestingly, *nepA* expression is not regulated by CsoR because *nepA* lacks the consensus binding sequence for CsoR^15^. The importance of copper in sporulation has already been reported^16^ and is also supported by the fact that the BCDA copper chelator represses sporulation in our SFM cultures (data not shown). The positive effect in aerial mycelium development and sporulation becomes a negative effect (delay) at high copper concentrations (over 750 µM)^15^, which was also observed in this work (Fig. 3F). We postulate that high cytosolic copper concentrations in dormant spores contribute to the inactivation of gene expression.

**Figure 7:**
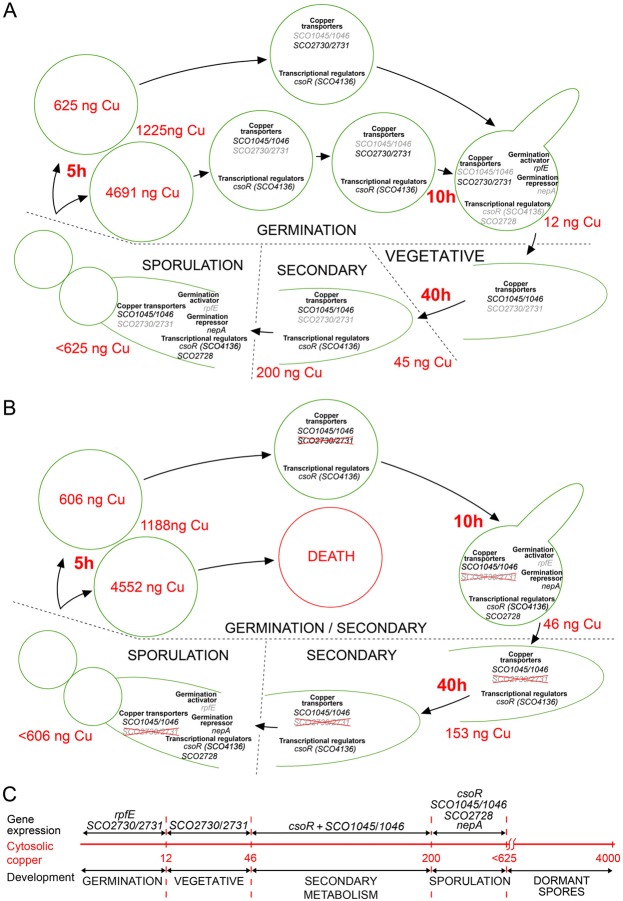
Model outlining of the effect of cytosolic copper in germination, vegetative growth, secondary metabolism and gene expression in *S. coelicolor*. **(A)** Wild-type Strain. **(B)** *SCO2730::Tn5062* mutant. **(C)** Relationship between cytosolic copper, gene expression and differentiation. Genes down-regulated are highlighted in grey.m

The acceleration in germination observed in the Wt80Cu spores (Fig. 3E) fits with the model outlined in Fig. 7A. In SFM cultures supplemented with 80 µM copper, sporulating hyphae reach the high copper levels of the dormant spores very quickly, which stops gene expression, including that of *NepA*. Consequently, the Wt80Cu spores harbour less NepA than do the Wt spores obtained in SFM non-modified cultures. The germination of the Wt80Cu spores mimics the phenotype (acceleration in germination) of the *NepA* mutant^8^. To further test this hypothesis, we analysed the germination of *NepA* mutant spores obtained in SFM cultures modified with 80 µM Cu. The copper effect in the germination of NepA mutant spores was much lower than that in the germination of the Wt80Cu spores; there was a 12% increase in germination (SI Fig. S1), compared to a 64% increase observed in Wt80Cu spores (Fig. 3E). This result corroborates that NepA has a major effect on the acceleration of spore germination mediated by copper. However, NepA is not the only effector in this phenotype, as copper still accelerates germination in the NepA mutant (Fig. 3E).

The above model also explains the phenotype of the *SCO2730::Tn5062* mutant (Fig. 7B). The absence of *SCO2730*/*2731* led to a higher copper concentration during germination (Fig. 3D). The expression of *rpfE* was not initiated (Table 1) and secondary metabolism was permanently activated (Figs 1F,G and 5). The overexpression of *SCO1046* during the germination of the *SCO2730::Tn5062* mutant spores (2.7-fold, Table 1) was unable to reduce cytosolic copper to the low levels reached in the wild-type spores (45.7 ± 8 ng Cu/mg protein in the mutant vs. 11.8 ± 0.3 ng Cu/mg protein in the wild-type strain). 

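*SCO1045*, from 1100965 to 1101198, had 24.1 FPKM in the libraries labelled *SCO2730::Tn5062* and 7.26 FPKM in Wt, 3.31-fold higher, with p = 0.0249 and q = 0.0672 in the authors' deposited table. Against Wt80Cu its log2 ratio was 1.44 (q = 0.0640 in the authors' deposited table).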

*SCO1045* is probably also overexpressed in the *SCO2730::Tn5062* mutant, but it has a 0.06 q-value that is over the 0.05 threshold used in this work; the abundance of this gene was not included in Table 1 (see SI Table S1). We postulate that the ungerminated dead spores that we observed (Fig. 1D), were those with the highest copper levels (4,552 ng Cu/mg protein and considering a variation in single spores comparable to the Wt80Cu spores). The absence of the *SCO2730*/*2731* copper transporter system in sporulating hyphae did not have a significant effect on the accumulation of cytosolic copper in dormant spores (Fig. 3C), which is not unexpected, considering that the main role of the *SCO2730*/*2731* copper chaperone/transporter is exerted during germination instead of sporulation (Fig. 3B).

The proposed relationship between cytosolic copper, gene expression and differentiation is summarised in Fig. 7C. Cytosolic copper concentrations under 12 ng Cu/mg protein activate the expression of *rpfE* and germination. Cytosolic copper concentrations under 45 ng Cu/mg of protein are a consequence of SCO2730/2731 copper transporter activity and correspond to vegetative growth. Cytosolic copper concentrations between 45 and 200 ng Cu/mg of protein activate the expression of CsoR and secondary metabolism and are buffered by SCO1045/1046 chaperone/transporter activity. Copper concentrations between 200 and 625 ng Cu/mg of protein modulate sporulation and activate the expression of *nepA*, *csoR* and the putative cation-responsive transcriptional regulator *SCO2728*. Copper concentrations higher than 625 ng Cu/mg protein, contribute to block gene expression in dormant spores.

The expression of *SCO2728*-*SCO2731* genes is complex and controlled by at least four promoters. Promoters 1–4 were recently identified^26^; promoter 3 was identified as being controlled by the copper dependent CsoR repressor^15^ (Fig. 1A). The four promoters affect the expression of *SCO2730*/*2731*, and complement the *SCO2730::Tn5062* mutant phenotypes (Fig. 2B–E), but they do not fully restore the wild-type phenotype (Fig. 2B–E) or the expression of the *SCO2729/2730* genes to wild-type levels (Fig. 2F,G). This result suggests the existence of further regulation of the expression of these genes, and perhaps additional uncharacterised promoters or regulatory regions in the DNA regions separating these promoters (Fig. 1A).

*SCO2731* is expressed from promoter 4 in the *SCO2730::Tn5062* mutant at a much lower amount than in the wild-type strain (Fig. 2G). Interestingly, the *SCO2730::Tn5062* complemented strain that overexpressed *SCO2731* but lacked *SCO2730* (strain 6 in Fig. 2G) showed a moderate increase in germination compared to the *SCO2730::Tn5062* mutant (Fig. 2B). This result suggests that the SCO2731 copper transporter ATPase has some transporter activity in the absence of the SCO2730 chaperone. In fact, all of the *SCO2730::Tn5062* complemented strains overexpressing *SCO2731* (strains 1, 2, 4 and 6) showed an increase in germination (Fig. 2B,G), which is probably due to the *SCO2731* copper secretion activity.

Secondary metabolites are usually defined as non-essential compounds produced at the stationary growth phase. However, this is not always the case. There are secondary metabolites that are produced during spore germination, for instance germicidin A or chalcone^27^, which both show an inhibitory effect in germination^27^. To the best of our knowledge, the *SCO2730::Tn5062* mutant is the first *Streptomyces* strain reported to enhance the expression of genes encoding some secondary metabolite pathways typical of the stationary growth phase, such as actinorhodin, undecylprodigiosin or CDA^27^, during the germination stage (10 hours, see above). Forty percent of the *S. coelicolor* predicted secondary metabolite pathways are overexpressed in the mutant, including several cryptic pathways (Fig. 6). At early time points (10 hours), most of the spores still not germinated in the *SCO2730::Tn5062* mutant (Fig. 1C), which makes the secondary metabolite enhancement observed in the mutant even more impressive, since the ungerminated inactive spores reduce the gene expression abundances (Fig. 6) and the secondary metabolite production quantified in the cultures (Fig. 1E,F).

Cations, specially Ca^2+^, but also Na^+^, K^+^, Mg^2+^, Fe^2+^, Zn^2+^, and Cu^2+^, were reported to be concentrated in dormant spores^28^. However, the variability of the concentration of these metals in single spores remains unknown. Our methodology to quantify cytosolic copper in single spores, based on a single-cell sample introduction system for triple-quadrupole inductively coupled plasma mass spectrometry (see Methods), can be adapted to quantify the concentration of these and other metals in individual spores.

Overall, in this work we discovered an unexpected pleiotropic effect of cytosolic copper that modulated germination, differentiation and secondary metabolism in *S. coelicolor*, and we propose a model correlating the copper modulated phenotypes with the expression of key copper homeostasis, and regulatory, genes. The *SCO2730/2731* genes are highly conserved in *Streptomyces*. If, as happens in *S. coelicolor*, the inactivation of these genes in other *Streptomyces* can activate or enhance 40% of the secondary metabolite pathways, this knowledge can expand the screening of new secondary metabolites from streptomycetes. It can also contribute to improving the production of already known bioactive compounds.

## Methods

### Bacterial strains and culture conditions

All *Streptomyces* and *Escherichia coli* strains used in this work are listed in Table 4. Spores were harvested from SFM solid plates^29^ after growth at 30 °C for 12 days. The differentiation analyses were carried out on sucrose-free R5A^30^ plates covered with cellophane inoculated with 10^7^ spores from a fresh water suspension and cultured at 30 °C. The samples for quantification of germination and actinorhodin and undecylprodigiosin production were obtained from 100 ml sucrose-free R5A^30^ cultures grown at 30 °C and 200 rpm in 500 ml flasks. Calcium-dependent antibiotic (CDA) production was measured on nutritive agar from Oxoid (Thermo Scientific, UK). *Escherichia coli* strains were cultured in LB and 2xTY media at 37 °C. The following antibiotics were added to select plasmid-bearing and mutant strains: ampicillin (100 μg/ml), apramycin (100 μg/ml for *E. coli*, 25 µg/ml for *S. coelicolor*), chloramphenicol (25 µg/ml), hygromycin (100 μg/ml for *E. coli*, 200 µg/ml for *S. coelicolor*), kanamycin (50 μg/ml) and nalidixic acid (25 µg/ml).

**Table 4:** Bacterial strains, plasmids and primers used in this study.

Strain	Description	Reference
*S.coelicolor* M145	SCP1^−^ SCP2^−^, reference strain.	^29^
*SCO2730::Tn5062*	*SCO2730*::*Tn5062*, Apra^R^.	This study
*E. coli* TOP10	F^-^ *mcr*A Δ(*mrr*-*hsd*RMS-*mcr*BC) φ80*lac*ZΔM15 Δ*lac*X74 *rec*A1 *ara*D139 Δ(*ara*-*leu*)7697 *gal*U *gal*K *rps*L *end*A1 *nup*G.	Invitrogen
*E. coli* ET12567	*dam-13::*Tn9*, dcm-6, hsdM*, *hsdR*.	^40^
*E. coli*		
ET12567/pUZ8002	*E. coli* ET12567 harbouring pUZ8002, a not self-transmissible plasmid which can mobilize *oriT*-containing plasmids by conjugation.	^41^
*Bacillus subtilis*	Indicator microorganism for CDA bioassay	
**Plasmids**		
pNG3	Integrative and conjugative vector, Apra^R^.	^34^
PCR™-Blunt II-TOPO®	Zero Blunt® TOPO® PCR Cloning Kit, Kan^R^.	Invitrogen
pUC57		GeneCust
**Primers**		
RT2930F	CGAGGCGACGCGGCTCATC	This study
RT2930R	ACGGCCTGTACGGAGGCGA	This study
RT3031F	GCCCGGCGCACCCATCC	This study
RT3031R	TGCCGAGCGAGACCAGCGTG	This study
RT3031F1	TCCGTCACCACCGTCTAC	This study
RT3031R1	GAGGACGGAGACCAGCAG	This study
q4758F	ATCACCGACCGGATGCCCTT	^31^
q4758R	GCCGAGCCCCGCTTCTTC	^31^
q1045F	GCATGAGCTGCGGTCACT	This study
q1045R	CCGGTGTCGTGTTGGACG	This study
q1046F	ATGACCACCAGTACGACCAG	This study
q1046R	CTTCTCCGTCGCGTAGTTGA	This study
q2730F	CACACCCGACGAGGAGTAAC	This study
q2730R	TGGAGGCGACGGCCTGTA	This study
q2731F	CGAAGTCGAGCTGCTCATC	This study
q2731R	TCTCGGTCGCGTAGTTCAC	This study
q4136F	GGATACCACAAGCAGAAGGC	This study
q4136R	AGCGCGAAGGACTGGAGG	This study
P1F	AAGATATCCTCGCTCCTGCCAGGGCG	This study
P1R	AGGCGTACGCCGTCGTTCA	This study
2730F	GTGAGTGGTCCAGGACCGGA	This study
2730R	GGCTCGAGCAGACCCGGCCGACGAGC	This study
P3.2731F	GGGATATCAGGTCGTCCTGTACGAGTG	This study
P3.2731R	AAACTAGTCTCGTGCTGTACCTGGTCG	This study
P123F	GGGATATCCATTAGGCACCCCAGGCTTT	This study
P123R	AACTCGAGTCTGGGCGGTCATGTCGTTA	This study

### DNA and RNA extraction

Genomic DNA isolation was performed following standard methods^29^. Total RNA samples were isolated as previously described^12^ using RNeasy Mini spin columns and treated with DNase I (Qiagen). The quantity and integrity of the RNA samples were measured with Nanodrop 2000 (Thermo Scientific) and 2100 Bioanalyzer (Agilent).

### Reverse transcription PCR (RT-PCR)

Co-transcription was analysed by RT-PCR. RNA obtained at 48 h sucrose-free R5A liquid cultures. Reverse transcription was performed using the SuperScript one-step RT-PCR system with Platinum Taq DNA polymerase (Invitrogen), using 200 ng of total RNA as template. Chromosomal DNA was used as template in the positive controls. RNA and the DNA polymerase included in the Platinum Taq DNA polymerase (Invitrogen) kit were used in the negative controls. RT-PCR was performed using the primers indicated in Table 4 (outlined in Fig. 1A) as follows. The first-strand complementary DNA (cDNA) synthesis was performed at 55 °C for 30 min followed by an initial denaturation at 94 °C for 2 min. Then, a touchdown was performed in 8 cycles during which the annealing temperature was reduced by 1 °C in each cycle: 94 °C for 15 s, 65 °C (Δ−1 °C) for 30 s and 68 °C for 38 s. For the next 35 cycles (94 °C for 15 s, 55 or 58 °C for 30 s and 68 °C for 38 s), the annealing temperature was set at 55 °C (for primers RT2829F/R) and 58 °C (for primers RT2930F/R, RT3031F/R and RT3031F1/R1). A final extension step was performed at 68 °C for 5 min.

### Real-Time Quantitative Reverse Transcription PCR (qRT-PCR)

A High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) was used to synthetize cDNA from 0.5 µg of RNA from two biological replicates. Real-Time PCRs were carried out on an ABI PRISM 7900 HT thermocycler (Applied Biosystems). The reactions were performed in triplicate, containing 2 µl of twofold diluted cDNA, 10 µl of SYBR Green PCR Master Mix (Applied Biosystems) and 300 nM of specific primers (listed in Table 4) in a final volume of 20 µl. *SCO4758* (amplified using primers q4758F/R)^31^ was used as a reference since its expression showed no variation between strains in our RNA-seq results (SI Table S1). 

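In the RNA-seq tables *SCO4758* had 17.1 FPKM in the libraries labelled *SCO2730::Tn5062* and 19.6 FPKM in Wt, a log2 ratio of -0.19 (q = 0.599 in the authors' deposited table). In Wt80Cu against Wt, with 28.5 and 23.3 FPKM, the log2 ratio was 0.29 (q = 0.454 in the authors' deposited table). Between *SCO2730::Tn5062* and Wt80Cu it was -0.49 (p = 0.0703, q = 0.140 in the authors' deposited table).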

The DNA contamination and primer dimer amplification were tested in negative controls replacing cDNA by RNA or water. Amplification conditions were as follows: 2 min at 50 °C, 10 min at 90 °C, 40 repetitions of 15 s at 95 °C and 1 min at 60 °C. Primer efficiencies were measured using serial dilutions of genomic DNA as template and the relative quantification of gene expression was performed by the ΔΔCt method^32^.

The average transcript fold changes and standard deviations were calculated from the two analysed biological replicates. All of the qRT-PCR quantitative data discussed in this work show large differences in the averages, which are out of the average ± SD confidence interval (i.e. error bars are not overlapping).

### *SCO2730* mutagenesis

The transposon insertion single-gene knockout library created by Professor P. Dyson’s research group^19^ was used for mutagenesis of *SCO2730*. Cosmid C46.2.D06^19^ was used to construct the *SCO2730::Tn5062* mutant strain. Gene disruption was carried out by obtaining double cross-overs via conjugation using *E. coli* ET12567/pUZ8002 as a donor strain and following the protocol described in Kieser *et al*.^29^. Mutant strains were confirmed using Southern blotting with chromosomal DNA digested with *Sal*I. Southern hybridization was carried out using established procedures with the digoxigenin-labeled 3442-bp Tn5062 *PvuII* fragment from plasmid pQM5062^33^ as a probe.

### Complementation of *SCO2730::Tn5062* mutation

The integrative plasmid pNG3^34^ was used to introduce *SCO2730* and/or *SCO2731* with different combinations of the three promoters located up-stream of the SCO2730 ORF (promoters P1-3 in Fig. 1A) into the *SCO2730::Tn5062* mutant. The specific complementation constructions cloned in pNG3 were: P_1_P_2_P_3_*SCO2730/2731*, P_1_*SCO2730/2731*, P_2_*SCO2730/2731*, P_3_*SCO2730/2731*, P_1_P_2_P_3_*SCO2730*, P_1_P_2_P_3_*SCO2731*.

The synthesis of the next genes was ordered from GeneCust Europe: *EcoR*V-P_1_P_3_*SCO2730*-*Xho*I-*Spe*I (782 bp), *Xho*I-*SCO2731*-*Spe*I (2330 bp), *EcoR*V-P_1_P_3_-*Xho*I (466 bp), *EcoR*V-P_1_P_2_P_3_*SCO2730*-*Xho*I (919 bp), *EcoR*V-P_2_*SCO2730*-*Xho*I (485 bp) (SI Table S2). These synthetic genes were provided by GeneCust cloned into pUC57 and were used to create the complementation constructs, including some intermediate forms not shown in Fig. 2.

pNG3-P_1_P_3_*SCO2730* was created as follows; pUC57-*EcoR*V-P_1_P_3_*SCO2730*- *Xho*I-*Spe*I was digested with *EcoR*V/*Spe*I. The *EcoR*V-P_1_P_3_*SCO2730*-*Xho*I-*Spe*I fragment was cloned into pNG3 digested with *EcoR*V/*Spe*I.

pNG3-P_1_P_3_*SCO2730/2731* was constructed digesting pUC57-*Xho*I-*SCO2731*-*Spe*I with *Xho*I/*Spe*I and cloning the *Xho*I-*SCO2731*-*Spe*I fragment into pNG3-P_1_P_3_*SCO2730* digested with the same enzymes.

pNG3-P_1_P_3_*SCO2731* was created digesting pUC57-*EcoR*V-P_1_P_3_-*Xho*I with *EcoR*V/*Xho*I and cloning the *EcoR*V-P_1_P_3_-*Xho*I fragment into pNG3-P_1_P_3_*SCO2730/2731* digested with the same enzymes.

pNG3-P_1_P_2_P_3_*SCO2730/2731* was created digesting pUC57-*EcoR*V-P_1_P_2_P_3_*SCO2730*-*Xho*I with *EcoR*V/*Xho*I and cloning the *EcoR*V-P_1_P_2_P_3_*SCO2730*-*Xho*I fragment into pNG3.P_1_P_3_*SCO2730/2731* digested with the same enzymes.

pNG3-P_1_*SCO2730/2731* was created as follows; P_1_ and SCO2730 were amplified by PCR from pUC57-P_1_P_3_P_2_*SCO2730* using primers P1F/R and 2730 F/R (Table 4). Fragments were amplified via PCR using Phusion High-Fidelity DNA Polymerase (Thermo), and were cloned into pCR™-Blunt II-TOPO®. The couple of DNA fragments were combined by overlap extension PCR^35^ with the primers P1F y 2730 R (Table 4). The PCR product was cloned and sequenced in pCR™-Blunt II-TOPO® using the M13 universal primers. The insert was released with *EcoR*V/*Xho*I and cloned into pNG3-P_1_P_3_*SCO2730/2731* digested with the same enzymes.

pNG3-P_2_*SCO2730/2731* was created digesting pUC57-*EcoR*V-P_2_*SCO2730*-*Xho*I with *EcoR*V/*Xho*I and cloning the *EcoR*V-P_2_*SCO2730*-*Xho*I fragment into pNG3.P_1_P_3_*SCO2730/2731* digested with the same enzymes.

pNG3-P_3_*SCO2730/2731* was created as follows; P_3_-SCO2731 was amplified by PCR from *S. coelicolor* DNA using primers P3.2731F/R. The Phusion High-Fidelity DNA Polymerase (Thermo) was used; the amplicon was cloned into pCR™-Blunt II-TOPO® and sequenced using the M13 universal primers. The insert was released with *EcoR*V/*Spe*I and cloned into pNG3 digested with the same enzymes.

pNG3-P_1_P_2_P_3_*SCO2730* was created digesting pNG3-P_1_P_2_P_3_*SCO2730.SCO2731* with *Xho*I/*Spe*I. The XhoI/*Spe*I-ends were digested with the S1 *Nuclease* (Thermo Scientific®) and the plasmid was religated.

pNG3.P_1_P_2_P_3_*SCO2731* was constructed as follows. P_1_P_2_P_3_ was amplified by PCR from pNG3-P_1_P_2_P_3_*SCO2730.SCO2731* using primers P123F/R (Table 4). The Phusion High-Fidelity DNA Polymerase (Thermo) was used; the amplicon was cloned into pCR™-Blunt II-TOPO® and sequenced using the M13 universal primers. The insert was released with *EcoR*V/*Xho*I and cloned into pNG3-P_1_P_3_*SCO2730/2731* digested with the same enzymes.

### Viability staining

Culture samples were obtained and processed for microscopy at various incubation durations, as previously described^36^. The cells were stained with propidium iodide and SYTO 9 (LIVE/DEAD Bac- Light Bacterial Viability Kit, Invitrogen, L-13152). The samples were observed under a Leica TCS-SP8 confocal laser-scanning microscope at wavelengths of 488 nm and 568 nm excitation and 530 nm (green) or 640 nm (red) emissions^36^.

### Antibiotic production and protein quantification

Undecylprodigiosin and actinorhodin were quantified spectrophotometrically, according to Tsao *et al*.^37^ and Bystrykh *et al*.^38^. For actinorhodin quantification, KOH was added to the culture samples at a final concentration of 1 N. Cellular pellets were discarded by centrifugation and actinorhodin concentration was spectrophotometrically determined at 640 nm, applying the linear Beer–Lambert relationship (*ε*_640_ = 25,320). The culture samples for undecylprodigiosin quantification were vacuum-dried, resuspended in methanol, acidified with 0.5 N HCl and spectrophotometrically assayed at 530 nm, using the Beer–Lambert relationship to estimate concentration (*ε*_530_ = 100,500).

Calcium-dependent antibiotic (CDA) production was determined via a bioassay against *Bacillus subtilis*. Oxoid nutritive agar (ONA) plates (90 mm in diameter) were inoculated with 5 µl of a *Streptomyces* spore suspension at 1 × 10^5^ spores/ml and incubated at 30 °C. After 2 days, the plates were overlaid with 5 ml of soft ONA (0.75% agar), inoculated with *B. subtilis* (OD = 0.25) and supplemented with Ca(NO_3_)_2_ (60 mM). Negative controls were performed in parallel without adding calcium. Inhibitory halos were measured after 15 h at 30 °C.

### Protein quantification

Growth was determined by measuring the protein concentration with the Bradford assay (Biorad) and a bovine serum albumin standard (Sigma). Total protein extracts were obtained mixing a volume of culture with a volume of 1 M NaOH, boiling for 5 min and removing cell debris by centrifugation at 7740 g.

### Spore germination

Germination was quantified as previously reported^8^. Briefly, germination was quantified in solid media with cellophane discs. At different developmental time points, pieces of cellophane discs were cut and processed for confocal microscopy, as described in the previous paragraph. Three biological replicates of the cultures were analysed at different developmental time points. The percentage of germination was assessed from at least 100 spores at each time point. Spores were considered to be germinating when the germ tubes were visible under the confocal microscope.

### RNA-seq and bioinformatics analysis

Next-generation sequencing (NGS) was performed by Stab Vida (Caparica, Portugal) from two biological replicates using RNA from *SCO2730::Tn5062* and *S. coelicolor* wild-type Cu-amended/non-amended spores during germination (10 h in sucrose free R5A cultures). Ribosomal RNA was depleted with the Ribo-Zero Bacteria Kit (Illumina), and the cDNA library construction was carried out using the TruSeq Stranded mRNA Library Preparation Kit (Illumina). The DNA was sequenced in the Illumina HiSeq 2500 platform using 100-bp paired-end sequencing reads (at least 20 M reads per sample). Raw data are available via the Gene Expression Omnibus database (accession GSE111126).

Bioinformatics analysis of the sequenced data was performed under the Linux operative system using the following software: FastQC to check the quality of the sequences, Cutadapt for trimming sequences, Bowtie2 for mapping with the *Streptomyces coelicolor* genome and Cuffdiff for differential expression test analysis^39^. Variation in transcript abundances was considered significant if the q-value was less than 0.05 (SI Table S1).

The SCO02730/2731 orthologues were obtained from the StrepDB (http://strepdb.streptomyces.org.uk/). SCO2730 orthologues: SLI_3079 (*S. lividans*), SAV_5332 (*S. avermitilis*), SVEN_2533 (*S*. *venezuelae*), SGR_4828 (*S. griseus*) and SCLAV_1906 (*S. clavuligerus*). SCO2731 orthologues: SLI_3080 (*S. lividans*), SAV_5331 (*S. avermitilis*), SVEN_2534 (*S*. *venezuelae*) and SGR_4827 (*S. griseus*). The *S. clavuligerus SCO2731* orthologue is not annotated in the StrepDB database, but it is located downstream of *SCLAV_1906*. Amino acid similarities were estimated using the software package Lalign (http://www.ch.embnet.org/software/LALIGN_form.html).

### Cytosolic copper quantification in dormant spores, germinated spores and mycelium

The spores or the mycelium were washed 4 times by centrifugation at 12,000 g for 10 min at 4 °C and resuspended in washing buffer (10 mM Tris-HCl pH 7.5; 1 mM EDTA). The samples were washed in washing buffer (10 mM Tris-HCl pH 7.5). For the bulk analysis of Cu in dormant spores, an acid digestion was conducted by resuspending the spores in 65% sub-boiling purified HNO_3_ at 70 °C for 1 h and then 30% H_2_O_2_ for 3 h at the same temperature. For the bulk analysis of Cu in germinated spores and mycelium, the samples were resuspended in rupture buffer (10 mM Tris-HCl pH 7.5, which is the same as the washing buffer described above). The lysis step was made using Fast-Prep (MP™ Biomedicals) with six 20-s force 6.5 cycles and with 1 minute on ice between each run (this method failed to lyse dormant spores; data not shown). Cell debris were eliminated centrifuging samples at 12,000 g for 10 min at 4 °C and discarding pellets. The resulting solutions were finally diluted with water and the total Cu content determined by ICP-MS and referred to the dry mass of the spores (1 mL spores were washed with water, dried at 100 °C to a constant weight on pre-weighted tubes) or protein (measured with the Bradford assay). Cytosolic copper in dormant spores could not be normalised against cytosolic protein, because the nitric acid treatment hydrolysed the proteins.

All the measurements were conducted in the triple quadrupole based ICP-MS Thermo iCAP-TQ (Thermo Fisher Scientific, Bremen, Germany) using the single quad mode and helium as collision gas. For bulk analysis, the ICP was equipped with a Micro Mist nebulizer, a cyclonic spray chamber (both from ESI Elemental Service & Instruments GmbH, Mainz, Germany) and an auto-sampler ASX-560 (Teledyne CETAC Technologies, Omaha, NE, USA).

All solutions were prepared using ultrapure water obtained from a Milli-Q system (Millipore, Bedford, MA, USA). HPLC-grade methanol and hydrogen peroxide for the acid digestions were both obtained from Sigma-Aldrich (Saint Louis, MO, USA). Nitric acid (65%, Suprapur quality) was purchased by Merck Millipore (Darmstad, Germany) and further purified by sub-boiling distillation. External calibrations were carried out with a Cu ICP standard CertiPur® (1000 mg.L^−1^), purchased from Merck.

### Cytosolic copper quantification in single spores

Copper was quantified in individual spores by single-cell-ICP-MS analysis. This methodology allows metal analysis in single cells by introducing diluted suspensions of spores that can be transported intact into the plasma and measured using low integration times. The arrival of several cells within the same integration time needs to be avoided by introducing highly diluted suspensions. For this aim, fresh spore suspensions (10^8^ spores spores·mL^−1^) were diluted to a final concentration of 10^5^ spores·mL^−1^ in 10% methanol to ensure the optimal nebulizer performance, according to the manufacturer and previous studies performed by our group^21^. The samples were pumped at a low flow rate of 10 μl·min^−1^ using the syringe pump SP101i (Florida, USA) fitted with a 1 mL Hamilton syringe (Nevada, USA). Samples were pumped in the triple quadrupole based ICP-MS Thermo iCAP-TQ (Thermo Fisher Scientific, Bremen, Germany) using the same parameters described above for the bulk Cu measurements. In this case, we used the microflow nebulizer EnyaMist (Burgener, Ontario, Canada) and a self-developed spray chamber, which allows a high transport efficiency of the intact spores to the plasma. Details on this experimental setup and conditions can be found in our previous work^21^. The data were recorded in the time-resolved analysis mode setting the dwell time to 1 ms and the acquisition time of each run was typically 3 min.

## Supplementary information

Supplementary Figures S1-S2 Table S2

Table S1

## Data Availability

RNA-seq raw data are available via the Gene Expression Omnibus database (accession GSE111126). The datasets generated during the current study are available from the corresponding author on request.

# Supplementary material for: Cytosolic copper is a major modulator of germination, development and secondary metabolism in Streptomyces coelicolor
**Source:** Sci Rep. 2019 Mar 12;9:4214. doi: 10.1038/s41598-019-40876-0
**Supplement:** Supplementary file 1 — Supplementary Figures S1-S2 Table S2

**Cytosolic copper is a major modulator of germination, development and secondary metabolism in *Streptomyces coelicolor***

Nathaly González-Quiñónez<sup>1</sup>, Mario Corte-Rodríguez<sup>2</sup>, Roberto Álvarez-Fernández-García<sup>2</sup>, Beatriz Rioseras<sup>1</sup>, María Teresa López-García<sup>1</sup>, Gemma Fernández-García<sup>1</sup>, María Montes-Bayón<sup>2</sup>, Angel Manteca<sup>1a\*</sup> and Paula Yagüe<sup>1a</sup>

**Figure S1.** Copper effect in the *S. coelicolor*  $\Delta nepA$  mutant. **(A)** Percentage of germination (three biological replicates) in the  $\Delta nepA$  and the  $\Delta nepACu$  in sucrose free R5A medium (6 hours). **(B)** Macroscopic view of sporulation (grey colour) of the  $\Delta nepA$  strain in SFM and SFM amended with 80  $\mu M$   $CuSO_4$ .  $\Delta nepA$ , *nepA* mutant.  $\Delta nepACu$ , spores of the *nepA* mutant obtained in 80  $\mu M$   $CuSO_4$  amended SFM cultures.

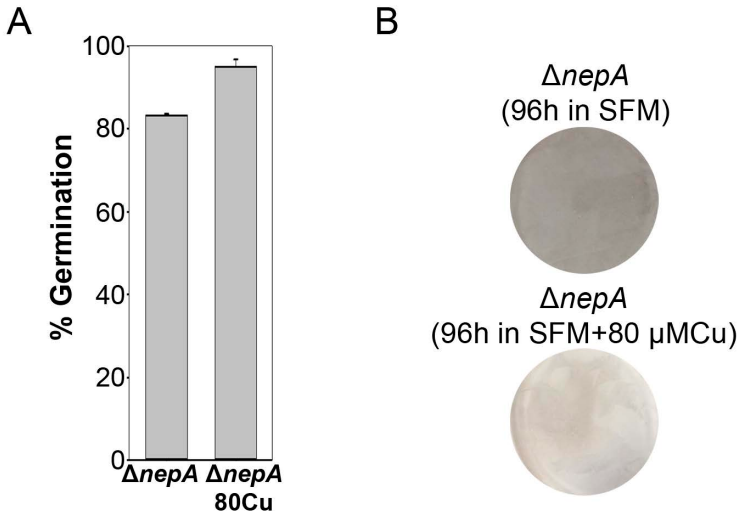

**Figure S2.** Full-length gels used to create Figure 1B

1 - 420 bp

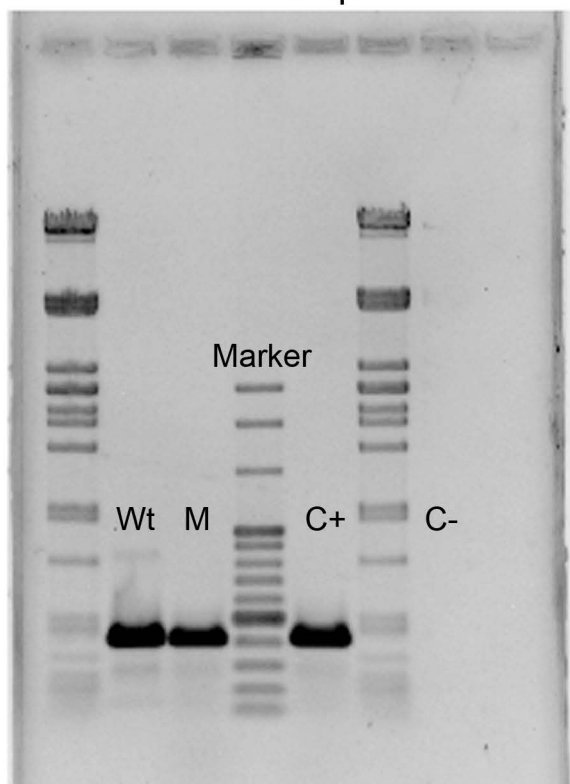

2 - 480 bp

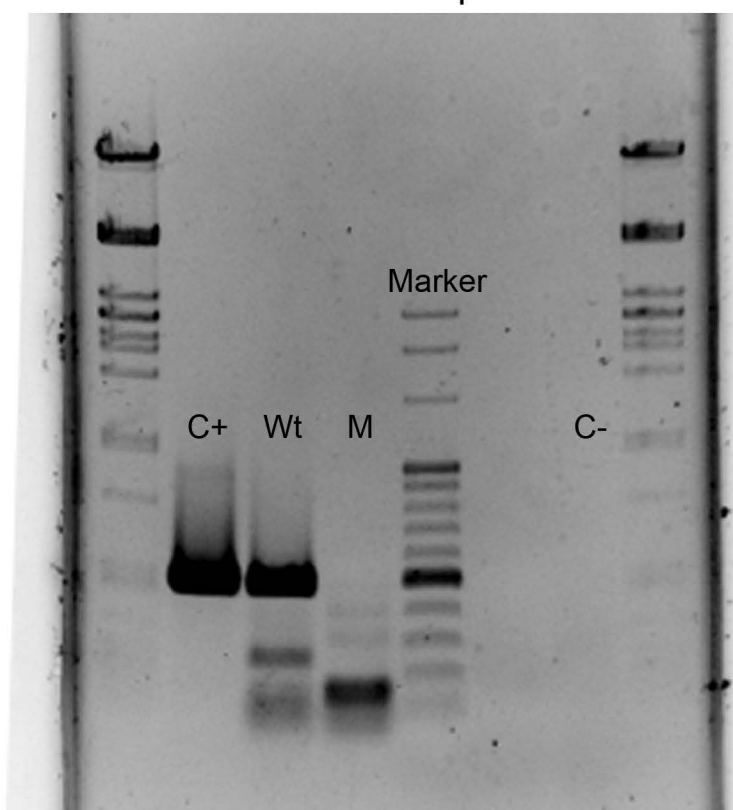

3 - 594 bp

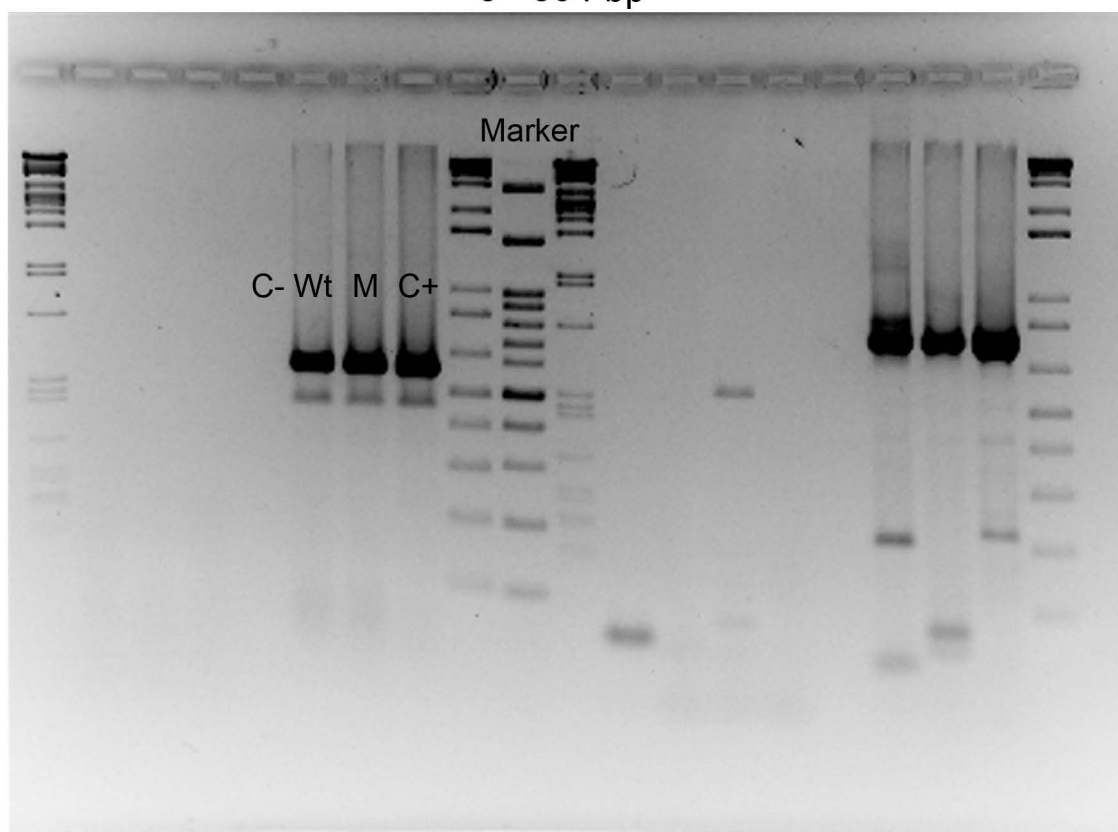

**Figure S2.** Full-length gels used to create Figure 1B

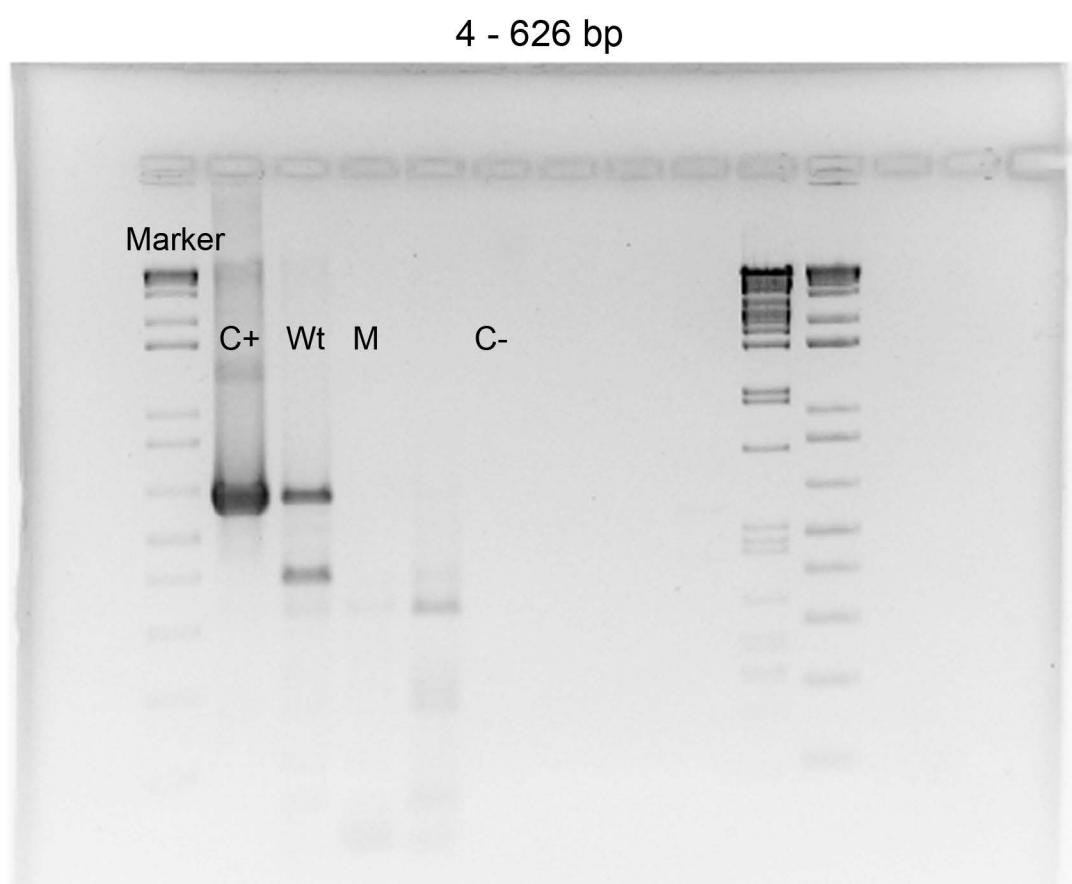

**Table S2.** Synthetic sequences. P<sub>1</sub>-P<sub>3</sub> are gene promoters (see Fig. 1A). Restriction enzyme cutting sequences are in red; P<sub>1</sub> in green; P<sub>2</sub> in blue; P<sub>3</sub> in brown; *SCO2730/2731* ORFs in black. A sequence upstream of the *SCO2730/2731* ORFs, long enough to include the RBS, but not P<sub>3</sub> or P<sub>4</sub>, was included (highlighted in yellow).

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p><u>EcoRV</u>-P<sub>1</sub>P<sub>3</sub><u>RBS</u> <i>SCO2730</i>-<u>XhoI</u>-TTTT-<u>SpeI</u> 782 bp</p> <p>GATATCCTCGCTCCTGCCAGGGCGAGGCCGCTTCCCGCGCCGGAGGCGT<br/> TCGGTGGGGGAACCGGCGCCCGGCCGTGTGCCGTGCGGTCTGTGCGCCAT<br/> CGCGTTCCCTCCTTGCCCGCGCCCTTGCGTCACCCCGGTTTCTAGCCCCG<br/> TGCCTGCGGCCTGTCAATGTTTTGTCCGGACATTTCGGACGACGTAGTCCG<br/> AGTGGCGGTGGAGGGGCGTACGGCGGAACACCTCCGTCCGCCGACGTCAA<br/> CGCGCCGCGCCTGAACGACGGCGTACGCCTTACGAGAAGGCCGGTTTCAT<br/> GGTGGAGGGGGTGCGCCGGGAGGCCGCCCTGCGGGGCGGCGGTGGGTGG<br/> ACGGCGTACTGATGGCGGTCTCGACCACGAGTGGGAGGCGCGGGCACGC<br/> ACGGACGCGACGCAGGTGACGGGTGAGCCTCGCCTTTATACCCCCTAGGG<br/> GTAAGGTGGG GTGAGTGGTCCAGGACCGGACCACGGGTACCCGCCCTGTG<br/> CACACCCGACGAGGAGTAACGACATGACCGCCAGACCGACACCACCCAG<br/> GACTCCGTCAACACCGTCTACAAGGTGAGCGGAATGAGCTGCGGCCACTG<br/> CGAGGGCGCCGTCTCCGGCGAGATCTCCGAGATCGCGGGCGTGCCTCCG<br/> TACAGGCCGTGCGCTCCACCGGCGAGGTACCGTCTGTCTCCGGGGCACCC<br/> CTGGACGACGCCCGCGTGC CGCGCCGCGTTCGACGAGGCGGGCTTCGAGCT<br/> CGTCGGCCGGGTCTGA <u>CTCGAG</u>TTTT <u>ACTAGT</u></p> | <p><u>EcoRV</u>-P<sub>1</sub>P<sub>2</sub>P<sub>3</sub><u>RBS</u> <i>SCO2730</i>-<u>XhoI</u> 919 bp</p> <p>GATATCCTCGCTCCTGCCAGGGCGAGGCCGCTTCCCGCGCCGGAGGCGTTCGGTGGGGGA<br/> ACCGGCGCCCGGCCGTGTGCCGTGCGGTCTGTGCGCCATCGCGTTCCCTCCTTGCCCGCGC<br/> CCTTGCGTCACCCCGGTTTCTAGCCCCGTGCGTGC GGCTGTCAATGTTTTGTCCGGACAT<br/> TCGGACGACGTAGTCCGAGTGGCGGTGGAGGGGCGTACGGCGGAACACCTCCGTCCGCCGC<br/> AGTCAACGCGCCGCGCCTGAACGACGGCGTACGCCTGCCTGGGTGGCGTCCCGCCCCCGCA<br/> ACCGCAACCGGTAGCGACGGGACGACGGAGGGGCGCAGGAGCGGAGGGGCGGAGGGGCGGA<br/> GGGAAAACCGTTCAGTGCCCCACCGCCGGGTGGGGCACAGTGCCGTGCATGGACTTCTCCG<br/> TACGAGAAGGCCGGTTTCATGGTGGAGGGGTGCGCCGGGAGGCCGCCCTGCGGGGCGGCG<br/> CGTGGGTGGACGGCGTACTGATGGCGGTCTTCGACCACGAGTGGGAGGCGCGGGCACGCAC<br/> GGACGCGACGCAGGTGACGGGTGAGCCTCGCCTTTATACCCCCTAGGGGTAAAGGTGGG GTG<br/> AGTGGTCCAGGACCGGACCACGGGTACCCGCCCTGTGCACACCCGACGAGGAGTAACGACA<br/> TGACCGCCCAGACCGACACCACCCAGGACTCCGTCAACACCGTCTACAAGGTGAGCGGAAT<br/> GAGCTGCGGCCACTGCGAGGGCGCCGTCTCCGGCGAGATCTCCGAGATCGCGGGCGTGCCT<br/> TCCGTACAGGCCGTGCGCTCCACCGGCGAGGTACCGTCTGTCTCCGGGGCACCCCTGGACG<br/> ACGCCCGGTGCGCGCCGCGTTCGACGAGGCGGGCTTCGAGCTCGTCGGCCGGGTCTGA <u>CT</u><br/> <u>CGAG</u></p> |
| <p><u>EcoRV</u>-P<sub>1</sub>P<sub>3</sub><u>RBS</u> -<u>XhoI</u> 466 pb</p> <p>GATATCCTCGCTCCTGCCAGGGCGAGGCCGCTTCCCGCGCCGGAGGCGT<br/> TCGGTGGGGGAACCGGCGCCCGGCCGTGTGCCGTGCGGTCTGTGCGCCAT<br/> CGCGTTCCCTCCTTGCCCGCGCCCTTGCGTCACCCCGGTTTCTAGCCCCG<br/> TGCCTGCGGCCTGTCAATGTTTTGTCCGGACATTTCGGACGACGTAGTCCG<br/> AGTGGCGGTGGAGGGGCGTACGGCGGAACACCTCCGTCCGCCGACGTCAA<br/> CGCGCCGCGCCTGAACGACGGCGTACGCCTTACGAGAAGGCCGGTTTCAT<br/> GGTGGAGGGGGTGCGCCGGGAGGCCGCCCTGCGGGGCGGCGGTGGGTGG<br/> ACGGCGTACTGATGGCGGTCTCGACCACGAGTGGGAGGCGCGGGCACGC<br/> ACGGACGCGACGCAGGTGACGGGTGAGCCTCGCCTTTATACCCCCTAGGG<br/> GTAAGGTGGG <u>CTCGAG</u></p>                                                                                                                                                                                                                                                                                                                                                                                                         | <p><u>EcoRV</u>-P<sub>2</sub><u>RBS</u> <i>SCO2730</i>-<u>XhoI</u> 485 pb</p> <p>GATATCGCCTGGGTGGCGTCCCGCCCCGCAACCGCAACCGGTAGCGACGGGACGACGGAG<br/> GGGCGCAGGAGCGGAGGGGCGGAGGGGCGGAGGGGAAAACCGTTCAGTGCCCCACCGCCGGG<br/> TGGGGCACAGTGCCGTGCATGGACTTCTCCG <u>CCCCCTAGGGGTAAAGGTGGG</u> GTGAGTGGTC<br/> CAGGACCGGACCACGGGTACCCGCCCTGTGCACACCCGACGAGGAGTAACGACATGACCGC<br/> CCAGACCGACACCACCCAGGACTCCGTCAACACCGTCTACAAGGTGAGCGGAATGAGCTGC<br/> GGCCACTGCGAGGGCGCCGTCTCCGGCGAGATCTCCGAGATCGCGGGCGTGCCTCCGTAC<br/> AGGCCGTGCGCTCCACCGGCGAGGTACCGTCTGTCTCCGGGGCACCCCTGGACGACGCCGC<br/> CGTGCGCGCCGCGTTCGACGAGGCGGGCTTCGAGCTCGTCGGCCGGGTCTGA <u>CTCGAG</u></p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

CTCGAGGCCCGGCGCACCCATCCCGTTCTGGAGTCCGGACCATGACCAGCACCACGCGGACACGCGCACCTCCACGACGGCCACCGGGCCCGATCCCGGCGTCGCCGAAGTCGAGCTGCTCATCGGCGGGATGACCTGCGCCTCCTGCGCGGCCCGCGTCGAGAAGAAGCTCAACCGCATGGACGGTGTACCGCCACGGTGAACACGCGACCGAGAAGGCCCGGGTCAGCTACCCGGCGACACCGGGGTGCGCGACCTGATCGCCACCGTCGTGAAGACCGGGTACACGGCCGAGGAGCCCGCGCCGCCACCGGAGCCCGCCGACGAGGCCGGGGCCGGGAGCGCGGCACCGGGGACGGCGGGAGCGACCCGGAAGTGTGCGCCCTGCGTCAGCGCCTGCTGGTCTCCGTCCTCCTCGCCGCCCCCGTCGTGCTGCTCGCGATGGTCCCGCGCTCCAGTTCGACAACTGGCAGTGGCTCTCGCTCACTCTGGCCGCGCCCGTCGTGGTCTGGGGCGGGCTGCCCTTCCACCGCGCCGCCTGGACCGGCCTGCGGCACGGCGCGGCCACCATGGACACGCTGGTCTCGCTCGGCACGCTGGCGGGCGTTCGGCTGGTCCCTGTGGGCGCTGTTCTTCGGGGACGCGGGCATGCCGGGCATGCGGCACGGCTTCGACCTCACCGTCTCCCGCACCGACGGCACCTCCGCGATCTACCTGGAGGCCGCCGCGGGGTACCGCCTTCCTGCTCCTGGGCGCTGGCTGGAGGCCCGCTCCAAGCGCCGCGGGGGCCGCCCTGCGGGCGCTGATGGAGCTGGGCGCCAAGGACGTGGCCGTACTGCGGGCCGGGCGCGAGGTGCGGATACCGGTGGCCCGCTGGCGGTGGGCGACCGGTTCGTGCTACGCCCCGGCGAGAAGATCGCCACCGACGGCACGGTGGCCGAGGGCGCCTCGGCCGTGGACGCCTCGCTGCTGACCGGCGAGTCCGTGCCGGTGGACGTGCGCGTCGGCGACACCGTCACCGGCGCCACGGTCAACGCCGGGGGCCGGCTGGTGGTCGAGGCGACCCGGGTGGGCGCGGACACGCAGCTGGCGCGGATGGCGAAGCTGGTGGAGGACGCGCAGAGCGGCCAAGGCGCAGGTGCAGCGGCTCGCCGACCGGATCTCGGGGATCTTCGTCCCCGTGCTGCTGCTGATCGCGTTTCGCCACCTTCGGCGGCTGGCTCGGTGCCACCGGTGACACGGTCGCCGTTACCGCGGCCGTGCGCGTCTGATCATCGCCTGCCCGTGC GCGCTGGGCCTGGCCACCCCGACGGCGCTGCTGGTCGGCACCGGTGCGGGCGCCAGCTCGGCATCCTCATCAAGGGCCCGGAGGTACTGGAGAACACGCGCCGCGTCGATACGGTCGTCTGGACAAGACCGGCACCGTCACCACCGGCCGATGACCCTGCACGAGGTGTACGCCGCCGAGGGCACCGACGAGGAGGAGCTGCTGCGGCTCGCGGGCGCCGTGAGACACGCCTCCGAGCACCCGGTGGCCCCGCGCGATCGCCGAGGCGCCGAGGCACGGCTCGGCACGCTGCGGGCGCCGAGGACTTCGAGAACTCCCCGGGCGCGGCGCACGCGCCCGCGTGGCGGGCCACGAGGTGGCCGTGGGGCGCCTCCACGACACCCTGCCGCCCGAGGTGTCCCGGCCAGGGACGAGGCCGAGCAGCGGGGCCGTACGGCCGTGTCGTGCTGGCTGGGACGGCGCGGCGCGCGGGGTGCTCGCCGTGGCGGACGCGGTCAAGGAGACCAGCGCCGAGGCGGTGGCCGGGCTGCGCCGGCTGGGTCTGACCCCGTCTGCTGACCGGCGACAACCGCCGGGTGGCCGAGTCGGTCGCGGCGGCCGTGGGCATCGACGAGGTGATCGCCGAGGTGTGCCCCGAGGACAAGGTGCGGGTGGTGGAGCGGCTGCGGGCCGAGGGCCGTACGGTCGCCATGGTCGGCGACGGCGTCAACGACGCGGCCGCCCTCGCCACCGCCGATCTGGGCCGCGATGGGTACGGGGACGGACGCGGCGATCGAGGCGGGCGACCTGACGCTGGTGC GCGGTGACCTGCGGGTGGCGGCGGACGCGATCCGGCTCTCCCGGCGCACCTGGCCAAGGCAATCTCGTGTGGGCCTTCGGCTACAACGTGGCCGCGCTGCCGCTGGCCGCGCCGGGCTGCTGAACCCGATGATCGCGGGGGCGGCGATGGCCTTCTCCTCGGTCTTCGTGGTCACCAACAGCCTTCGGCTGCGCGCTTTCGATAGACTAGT

How the deposited data were processed for this re-analysis (not part of the article)

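RNA-seq of germinating cultures of *SCO2730::Tn5062*, Wt80Cu and Wt was analysed, with 2 libraries per group and 6 in all. As described in the methods, the authors depleted ribosomal RNA, made stranded libraries, trimmed the reads with Cutadapt, aligned them with Bowtie2 and compared the groups with Cuffdiff. The versions of these tools and the counting settings are not stated in the text. The authors deposited FPKM values for each group, 1 per transcript over both libraries, in 3 tables, 1 for each pair of groups. The p-values and q-values in the tables are those of the authors, and a q-value below 0.05 is their threshold. The deposited log2 ratio of each table has the second group over the first, so the log2 ratios here were recomputed from the FPKM values with the group named first in the numerator. The deposited test statistic (a score) was used only for the simulation described below. The tables were scaled separately by the authors. The Wt values of one table are a constant 0.839 times those of another, so ratios were formed only within a table.

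Transcripts were those with an SCO number, 7816 in the comparisons of *SCO2730::Tn5062* with Wt and with Wt80Cu and 7814 in that of Wt80Cu with Wt. In each table the entries without an SCO number were left out, because in the table of *SCO2730::Tn5062* against Wt they carry the group names of another comparison. Gene names are those of the paper, since the name and description columns of the tables are partly out of step with the SCO numbers. Of 5459 transcripts with an interval of their own, 5430 have a length that is a multiple of 3, so the intervals are coding lengths.

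No value per library is given, so no test, spread or leave-one-out value was computed across libraries, and the values carry no replicate error. The tables give no depth per library beyond the minimum number of reads that the paper states. Low values of *SCO2730::Tn5062* near the chromosome ends fell on whole multiples of 1 step (64 of 67 within 0.15, taking off 155 bp from each length). This step was taken as the value of 1 fragment, an inference. It was used for the tests of the terminal blocks and for the remark on low values below. Single fragments weigh more in *SCO2730::Tn5062* than in Wt by a factor of 1.35, from the lowest step of each group, of which Wt has 3 values.

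Calls were counted by direction and the lists of calls were overlapped. For the overlap, unchanged groups sharing the Wt libraries were simulated in 100 draws, with the error of each group solved for each transcript from the 3 deposited test statistics. Secondary metabolite genes were counted as named in Tables 1 to 3 and as spans from the lowest to the highest SCO number of each pathway. Lantibiotic genes, which lie far apart, gave a pair of spans, so that there are 23 spans. The span median used log2 of FPKM plus 1 and was placed among 10000 random lists matched on mean expression in 20 bins. Terminal blocks were taken from each end of the chromosome inward while no transcript reached 1 FPKM in *SCO2730::Tn5062*, and the longest run at 0 was compared with 10000 permutations of gene order. Genes named in the text are those named by the paper, the 5 largest rises and the 5 largest falls of each comparison among called transcripts with at least 1 FPKM in both groups, and the genes at the edges of the terminal blocks. The values in the paper's tables had been seen when this rule was written. Named in addition, after their values were seen, are *SCO0061*, *SCO4252*, *SCO6499*, *SCO6769*, *SCO7239* and *SCO7240*.

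The alternatives were a q-value below 0.01, an absolute log2 ratio of at least 1, a minimum of 1 FPKM in at least 1 group, a Benjamini-Hochberg adjustment over those transcripts, leaving out the terminal blocks, centred ratios, other pseudocounts (0.1 and 10), the median of pathway medians, other minima for the transcripts at 0, and ratios chained over the other tables. A wider rule for the terminal blocks was added after the data were seen. The counts of calls, the finding of the blocks and runs and the placing among random lists were tested on simulated data, and the other steps were not. With 200 transcripts changed 4-fold in either direction among the 7816 of the *SCO2730::Tn5062* against Wt table, 100% were called. The error in this simulation was a fixed setting, small against such a change, and the authors' test was not rerun. It therefore checks the counting of calls and not how many real changes the authors' test finds. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.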

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

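All tests in this part were chosen after the results had been seen, except the counts of calls and the permutation of gene order, which were fixed before the data were examined. The permutation was planned because the genes that the paper lists as not detected in the mutant have low or high SCO numbers. It is therefore no independent test of their position.

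The paper does not discuss where the transcripts absent from *SCO2730::Tn5062* lie on the chromosome. In the libraries labelled *SCO2730::Tn5062*, 768 transcripts with at least 1 FPKM in Wt were listed at 0, and they drew attention because they cluster at both chromosome ends. Terminal blocks under the fixed rule hold 533 of them. Under the wider rule, chosen after the data were seen, the blocks run from *SCO0001* to *SCO0368* and from *SCO7240* to *SCO7846*, the latter 619638 bp long, and hold 751 of the 768. Of the 17 outside, all 17 are shorter than 500 bp or share their interval with another gene. Blocks under the wider rule contribute 666 of the 1583 transcripts called lower in *SCO2730::Tn5062* (42.1%). Among the 836 block transcripts with at least 1 FPKM in Wt, 664 of the 751 at 0 were called, against 2 of the 85 above 0. *SCO0061*, with 0.130 FPKM in *SCO2730::Tn5062* and 319.8 in Wt, is among those not called (q = 0.219 in the authors' deposited table).

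Low depth is argued against by 439 block transcripts with an interval of their own that were at 0 although at least 20 fragments were expected from the Wt level, taking the lowest step of the values as 1 fragment, compared with 1 such transcript outside the blocks. Mapping or annotation that could not count the ends is argued against by Wt80Cu, which was processed in the same way and has at least 1 FPKM in 837 of the 960 block transcripts. If 1 of the 2 libraries labelled *SCO2730::Tn5062* had normal ends, the value over both would be near 50% of Wt, but the fragments seen were 0.0937% of those expected. The block rule limits this share, but not to 0, and the 439 transcripts at 0 leave no room for a library with normal ends. A strain in which both chromosome ends are missing is a candidate explanation. Of the 394 block transcripts with at least 5 FPKM in Wt and an interval of their own, 96.2% were under 1% of their Wt value, but the wider rule itself admits only transcripts under 1 FPKM or under 1% of Wt, so this share is no test of such a loss. Transcription of both ends could instead be switched off in *SCO2730::Tn5062*, which the 664 transcripts at 0 and called would fit equally. These explanations cannot be told apart, because RNA values do not show whether the DNA is present. The few fragments inside the blocks might have been assigned from other libraries, since in each of 4 groups by Wt level they amounted to at most 0.172% of the expected number. That test decides nothing either, because the block rule keeps this share low. Under either explanation, genes in the blocks, among them *rpfE*, *SCO0164*, *SCO7265*, *SCO7657* and the isorenieratene and eicosapentaenoic acid genes, went to 0 together with their neighbours whatever their function, so their absence alone does not tie them to copper.

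The paper's text gives no comparison of the transcripts of *SCO2730::Tn5062* with those of Wt80Cu. The authors' deposited table for this pair has 2946 calls, 1170 higher and 1776 lower in the libraries labelled *SCO2730::Tn5062*, more than against Wt, and this signal in a table that the text does not describe drew attention. The blocks under the wider rule hold 624 of the lower calls. Small scaling differences are argued against by 1651 calls with an absolute log2 ratio of at least 1. Among called transcripts with at least 1 FPKM in both groups, the largest rise was *SCO6282*, with 4526 FPKM in *SCO2730::Tn5062* and 2.69 in Wt80Cu (log2 ratio 10.72), and outside the blocks the largest fall was *SCO5350*, with 2.30 and 26.7 FPKM (log2 ratio -3.54). Of the transcripts called between *SCO2730::Tn5062* and Wt, 1837 (72.2%) were called in the same direction against Wt80Cu, a share that the *SCO2730::Tn5062* libraries common to both comparisons raise. Culture time could be behind part of these calls, since the labels give 20 h for *SCO2730::Tn5062* and 10 h for the others. Time and strain cannot be told apart, because they go together in every library labelled *SCO2730::Tn5062*, and the strain, the copper content of the spores and the slower germination of the mutant stay open, as untested.

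Of the 754 transcripts called in both comparisons with Wt, 243 moved in opposite directions in the libraries labelled *SCO2730::Tn5062* and in Wt80Cu, a difference between the groups. In the authors' comparison of *SCO2730::Tn5062* with Wt80Cu all 243 were called as well, but this follows nearly always from a pair of called changes of opposite sign and tests nothing further. Opposite directions make up 32.2% of the shared calls. Among the 6349 transcripts of the simulation, they make up 39.4% of those with an unadjusted p below 0.05 in both comparisons, against 0.929% with unchanged groups. This is no test of chance values of the shared Wt libraries, because these push both ratios the same way. Of the 243, 32 lie in the blocks under the wider rule and 211 outside. No explanation of these opposite directions was decided by a test, and a response to strain that differs from the response to spore copper stays open, as does the culture time.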

How the results depend on the processing

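The alternatives in this part were set before the data were examined, except the wider terminal blocks, which were chosen after the data were seen.

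Requiring an absolute log2 ratio of at least 1 lowered the calls of *SCO2730::Tn5062* against Wt from 2544 to 1411, those of Wt80Cu against Wt from 1492 to 600, those of *SCO2730::Tn5062* against Wt80Cu from 2946 to 1651 and the shared list from 754 to 300. The share of higher calls then fell from 37.8% to 28.5% for *SCO2730::Tn5062* and from 43.5% to 25% for Wt80Cu. For *SCO2730::Tn5062* against Wt, all 666 calls in the wider blocks are lower and pass this minimum, 664 of them at 0. With these left out, its 402 higher calls outnumber the lower ones that remain of 1009. The fall of this share in *SCO2730::Tn5062* thus comes from the blocks. A q-value below 0.01 lowered the calls of Wt80Cu to 926 and the shared list to 459, and kept those of *SCO2730::Tn5062* within 1.5 times, at 1998 against Wt and 2271 against Wt80Cu. Fewer transcripts pass by the construction of these settings. The share of shared transcripts with the same direction rose from 67.8% to 86% with the minimum ratio and to 74.1% with the stricter q-value, and the cause was not tested. A filter on FPKM, a new Benjamini-Hochberg adjustment and leaving out the terminal blocks kept the total calls of each comparison and the shared list within 1.5 times. Lower calls alone moved further without the wider blocks, from 1583 to 917 for *SCO2730::Tn5062* against Wt and from 1776 to 1152 against Wt80Cu. The named secondary metabolite genes called lower in *SCO2730::Tn5062* against Wt went from 30 to 14 without the terminal blocks. Without the terminal blocks the share of higher calls in *SCO2730::Tn5062* against Wt was 46.4%, and without the wider blocks it was 51.2%, because all 666 calls removed were lower. Against Wt80Cu it went from 39.7% to 47.1% and 50.4%. Centring the ratios, which shifts all ratios of a table by the same small amount, changed no direction among the calls.

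The count of 59 secondary metabolite genes called higher ranged from 41 to 59 and that of 12 pathways from 10 to 12. The span median of *SCO2730::Tn5062* stayed above 0 in each alternative. It went from 0.27 to 0.32 with a pseudocount of 0.1, 0.11 with 10, 0.28 with the FPKM filter, 0.31 centred, 0.43 without the terminal blocks, 0.43 without the wider blocks and 0.13 as the median of pathway medians. The span median of Wt80Cu stayed below 0. It went from -0.21 to -0.25 with a pseudocount of 0.1, -0.0575 with 10, -0.22 centred, -0.20 without the terminal blocks, -0.20 without the wider blocks and -0.14 as the median of pathway medians. With no replicate values, no spread is at hand to weigh these moves, and beyond the arithmetic of each setting the cause was not tested.

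The 533 transcripts at 0 inside the terminal blocks became 335 with a Wt minimum of 5 FPKM, and the 235 outside became 147, since fewer transcripts enter. Outside the wider blocks 17 remained of the 768. The other settings gave 532 to 576 inside and 221 to 258 outside. Of 288 called values of named genes above 0 in both groups, 281 kept their direction in the chain of comparisons. The other 7 had no chained value because a gene was at 0 or absent in another table. The chain is nearly the same calculation, since the tables differ by constant factors, so it is no independent check. All 288 kept their direction with centred ratios, a small shift common to each table, and adding 1 to each value cannot change a direction, so neither of these checks the directions.

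No paired analysis was possible because the tables give 1 value per group, so neither a replicate block nor leaving out each replicate in turn was run. Depth limits what can be said of low values. In a transcript of 1000 bp, 1 fragment is worth about 0.0888 FPKM in *SCO2730::Tn5062*, and values near this step can be single fragments.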

Differences from the paper's values

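Alternatives named here were set before the data were examined. The rounding step is that of the last printed digit, so it is 1 for ratios printed without decimals, a wide margin. Marks of transcripts not detected were not compared in this way. Of 292 values that the paper gives in its text or Tables 1 to 3 and that were recomputed, 1 differed beyond the rounding step of the paper's value and by more than 1.5 times, and a further 1 differed by less. The latter is the paper's count of 60 secondary metabolite genes up-regulated in *SCO2730::Tn5062*. Of the genes named in Tables 1 to 3, 59 are called higher. Over the whole spans of the pathways 60 genes were called higher. These include *SCO6769* of the hopene span (log2 ratio 0.98, q = 0.00487 in the authors' deposited table), which Tables 1 to 3 do not name. Whether the paper counted *SCO6769* is not stated, so the source of the difference stays open. For the larger difference, the paper's Table 2 gives a fold of 0.1 for *SCO0382* in Wt80Cu, while the FPKM values of 4.24 and 10.2 give 0.417. The paper's log2 value for the same gene, -1.3, lies within its rounding step of the -1.26 found here. The centred ratio, the pseudocount of 1 and the chain of comparisons all leave the fold different from the paper's, at 0.413, 0.470 and 0.418.

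Table 1 marks *SCO7700* and *SCO7701* as not detected in Wt. In the deposited table they are listed at 0 in *SCO2730::Tn5062* and at 2.65 and 2.75 FPKM in Wt, so the direction is the opposite. *SCO6932*, with the same mark, is listed at 0 in Wt, as the mark says.

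The text places every secondary metabolite ratio of the list shared by both comparisons inside the interval from a fall to a rise of 1 on the log2 scale. Of 28 values, 16 lie inside it and 10 outside, and 2 have *SCO2730::Tn5062* at 0. Outside are *SCO3218*, *SCO3221* and *SCO6768* in *SCO2730::Tn5062*, at 1.84, 1.43 and 1.40, and *SCO0185*, *SCO0396*, *SCO1867*, *SCO2782*, *SCO3218*, *SCO3221* and *SCO6768* in Wt80Cu, at 1.37, -1.54, -1.30, 1.43, -1.03, 1.18 and -1.11.

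The text lists actinorhodin among the pathways down-regulated in Wt80Cu. Of the 18 actinorhodin genes named in the tables 0 were called in Wt80Cu, with a median log2 ratio of -0.34. It also names hopene biosynthesis as slightly up-regulated there. Of the 3 hopene genes named in the tables that have values, 1 was called higher and 2 lower. For the whole list of secondary metabolite genes, which the text describes as mostly down-regulated, 30 were called lower and 14 higher. Over whole spans 30 of 179 genes were called lower, 15 higher and 134 not called, and 33.0% had a ratio above 0. The ratios thus lean lower, while the calls alone do not show a fall of most genes.

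Fig. 2F shows *SCO2730* in qRT-PCR as strongly lower in the mutant harbouring the plasmid pNG3 than in the wild type. In the RNA-seq table *SCO2730* has a log2 ratio of 1.80 in the libraries labelled *SCO2730::Tn5062*, while *SCO2731* is lower, as the text states. The strains are not the same in both assays.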

Other observations

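The tests in this part were chosen after the results had been seen, except the test of coding length and expression level, which was set before its result was seen.

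*SCO2730*, the disrupted gene, was higher in the libraries labelled *SCO2730::Tn5062* than in Wt (3.48-fold) and than in Wt80Cu (log2 ratio 2.15). Exchanged labels of the *SCO2730::Tn5062* and Wt libraries are argued against by *SCO2731*, which was lower in the libraries labelled *SCO2730::Tn5062*, with a log2 ratio of -2.71. Transcription from upstream that stops in the insertion is a candidate explanation, since *SCO2729* was also higher, with a log2 ratio of 2.23. It cannot be told apart from other sources of the fragments, because the tables do not show on which side of the insertion they lie.

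Some transcripts fell in both Wt80Cu and the libraries labelled *SCO2730::Tn5062*. The 50 largest falls in Wt80Cu outside the wider terminal blocks, among transcripts with at least 1 FPKM in all groups, had a median log2 ratio of -4.00 there and of -3.12 in *SCO2730::Tn5062*, where 45 of 50 were lower and 42 were called. In the simulation of unchanged groups, chance values of the shared Wt libraries gave the 50 largest falls a median of -1.35 in Wt80Cu and -0.61 in *SCO2730::Tn5062*, so chance in Wt carries part of such a fall over to *SCO2730::Tn5062*. The lowest median in *SCO2730::Tn5062* over the 100 draws was -0.91, which argues against such chance values as the whole source. The 50 largest rises in Wt80Cu had a median log2 ratio of 1.72 there and of 0.43 in *SCO2730::Tn5062*, where 36 of 50 were higher and 16 were called, against simulated medians of 1.36 and 0.63. As a set, the rises in *SCO2730::Tn5062* were thus no larger than in the simulation. Wt cultures at another stage than both other groups could give the shared falls. This cannot be told apart from separate responses of both groups, because there is no other Wt library. Picking transcripts by their fall in Wt80Cu pushes up their ratio between *SCO2730::Tn5062* and Wt80Cu even in unchanged groups. The median log2 ratio of 1.06 between these groups thus decides nothing about the 50 largest falls. Among them are neighbours from *SCO6495* to *SCO6516*, a stretch of 22 transcripts (7187926 to 7206224) chosen after its values were seen, part of which the tables describe as gas vesicle proteins. In this stretch 18 were called lower in *SCO2730::Tn5062* and 18 in Wt80Cu. *SCO6499* had 34.0 FPKM in *SCO2730::Tn5062* against 139.8 in Wt, and 5.40 in Wt80Cu against 167. *SCO6516*, at the end of the stretch, had log2 ratios of -5.10 and -5.54, and *SCO7210*, elsewhere, of -5.45 and -5.97. Among called transcripts with at least 1 FPKM in both groups, the 5 largest rises in Wt80Cu were those of *SCO1683*, *SCO1679*, *SCO1682*, *SCO1680* and *SCO7638*. The first 4, which are near neighbours, were called higher in *SCO2730::Tn5062* too, with log2 ratios there of 1.38, 2.06, 1.68 and 2.08, against 3.47, 3.31, 3.23 and 2.85 in Wt80Cu. *SCO7638*, in the right terminal block, was listed at 0 in *SCO2730::Tn5062*.

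A stretch of 19 transcripts from *SCO4242* to *SCO4260* (4648427 to 4674369), chosen after its values were seen, was higher in the libraries labelled *SCO2730::Tn5062*. All 19 were called higher against Wt and 18 against Wt80Cu, while 7 were called lower in Wt80Cu against Wt. *SCO4252* had 1340.1 FPKM in *SCO2730::Tn5062* and 18.9 in Wt80Cu, and *SCO4253* had 554 and 6.11 FPKM. No explanation of this stretch was tested. *SCO6272*, next to the hexaketide genes that the paper names, had 128 FPKM in *SCO2730::Tn5062* and 1.92 in Wt.

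Outside the wider terminal blocks, log2 ratios of *SCO2730::Tn5062* to Wt rose along the chromosome. Across 6467 transcripts, which are not independent replicates, Spearman's rho between position and log2 ratio was 0.208, with a median of -0.18 in the left part, -0.04 in the middle and 0.16 in the right part when the chromosome was divided into 3 equal parts. The Wt libraries as the source are argued against by a rho of 0.0296 for Wt80Cu against the same Wt libraries, while *SCO2730::Tn5062* against Wt80Cu gave 0.157. Coding length or expression level as the source is argued against by a rho of 0.216 after both were taken out. No biological explanation was tested, and the culture time stays open.

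Next to the inner edge of the wider right block, *SCO7239* had 1.34 FPKM in *SCO2730::Tn5062* and 18.6 in Wt, and it was also lower in Wt80Cu, with a log2 ratio of -3.36. *SCO7240*, the first gene inside, had 0.292 and 4.96 FPKM. Next to the left block, *SCO0369* had 1.96 and 2.85 FPKM and was not called (q = 0.109 in the authors' deposited table).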
